# Characterization of an eye field-like state during optic vesicle organoid development

**DOI:** 10.1242/dev.201432

**Published:** 2023-08-09

**Authors:** Liusaidh J. Owen, Jacqueline Rainger, Hemant Bengani, Fiona Kilanowski, David R. FitzPatrick, Andrew S. Papanastasiou

**Keywords:** Eye field specification, Transcription factors, Gene regulatory networks

## Abstract

Specification of the eye field (EF) within the neural plate marks the earliest detectable stage of eye development. Experimental evidence, primarily from non-mammalian model systems, indicates that the stable formation of this group of cells requires the activation of a set of key transcription factors. This crucial event is challenging to probe in mammals and, quantitatively, little is known regarding the regulation of the transition of cells to this ocular fate. Using optic vesicle organoids to model the onset of the EF, we generate time-course transcriptomic data allowing us to identify dynamic gene expression programmes that characterize this cellular-state transition. Integrating this with chromatin accessibility data suggests a direct role of canonical EF transcription factors in regulating these gene expression changes, and highlights candidate *cis*-regulatory elements through which these transcription factors act. Finally, we begin to test a subset of these candidate enhancer elements, within the organoid system, by perturbing the underlying DNA sequence and measuring transcriptomic changes during EF activation.

## INTRODUCTION

Vertebrate eye development begins with the formation of the eye field – a patch of morphologically indistinct neuroectodermal cells within the anterior neural plate defined by co-expression of a set of transcription factors (TFs). The eye field was first identified in *Xenopus laevis* embryos (Zuber et al., 2003; Zuber, 2010) and expresses a specific set of TFs, known as the eye-field transcription factors (EFTFs), with those being: *PAX6*, *RAX*, *SIX3*, *SIX6*, *LHX2*, *OTX2*, *NR2E1* and *TBX3* (gene symbols of human orthologues). Mutations in at least three of the genes encoding orthologues of the *Xenopus* EFTFs can cause severe bilateral eye malformations in humans (*OTX2*, *PAX6* and *RAX*) (Fitzpatrick and van Heyningen, 2005). It seems likely that these genes are involved in eye-field specification in humans. The EFTFs are thought to form part of a gene regulatory network (GRN) essential for initiating eye development and the goal of this work is to characterize this GRN in mammals and gain a deeper understanding of how it is initiated and stably maintained.

The eye field has been difficult to study in mammals as it forms in early post-implantation embryos (∼18 post-ovulatory days in humans, approximately embryonic day 7.5 in mouse). The Sasai lab developed a simple defined organoid culture system (Eiraku et al., 2011; Eiraku and Sasai, 2012; Nakano et al., 2012; Sakakura et al., 2016) that supports efficient differentiation of human and mouse embryonic stem cells (ESCs) into early eye structures; optic vesicles (OVs) evaginate from the main body of the organoid and then develop into optic cup structures with partially differentiated neural retina. This transformative technology established that early eye development is a self-organizing system and provides a window onto the hitherto cryptic processes driving the commitment to eye fate in mammals.

We have performed a functional genomic analysis of the eye field-like cells that appear in the very early stages of optic vesicle organoid differentiation. By performing computational analyses of the transcriptomic changes during OV differentiation, we find that establishment of the eye field in mouse ESC-derived OVs involves strong upregulation of a set of genes that includes the same key transcription factors identified in *X. laevis*. Furthermore, by integrating transcriptomic and chromatin-accessibility data, we show that these TFs likely regulate the stable transition of cells to an ocular fate by binding distal enhancers in genomic domains local to EF genes. By examining how chromatin accessibility, associated with key TFs, changes at individual genomic loci, we generate hypotheses of plausible *cis*-regulatory elements (CREs – enhancers and repressors) required for differentiation from pluripotency to eye-field cell states. Finally, we test a subset of these hypotheses by perturbing the underlying DNA sequences. In all, by exploiting the robust and reproducible model system offered by mESC-derived organoids, our study provides a first quantitative understanding of the regulatory mechanisms underlying mammalian eye-field specification.

## RESULTS

### Mammalian eye-field genes overlap significantly with *Xenopus* EFTFs

Mammalian eye-field specification – the crucial first stage of ocular development – is an event that occurs very early in development (during gastrulation), and as such is extremely challenging to study *in vivo*. We have exploited a reproducible, *in vitro* organoid model system enabling us to generate data from this cell-state transition and through computational analysis gain a quantitative understanding of the underlying regulatory mechanisms. We performed OV organoid culture using mouse embryonic stem cells (mESCs) that have a GFP fluorescent reporter cassette knocked into the *Rax* locus (Eiraku and Sasai, 2012). The expression pattern of *Rax* suggests that cells expressing this gene are either competent to become, or are already, retinal progenitors (Furukawa et al., 1997), although *Rax* is also expressed in the hypothalamus (Wataya et al., 2008). Rax-positive cells became detectable between days 3 and 4 in culture (Fig. 1A), and at days 5 and 6 

 of live cells were Rax positive (Table S1). By day 5, the cell aggregates had developed a 3D structure typical of retinal organoids, as previously described (Sakakura et al., 2016). We performed bulk RNA-sequencing (RNA-seq) analysis using biological triplicates of OV organoid cultures at days 0, 1, 2, 3, 4 and 5. 

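The RNA-seq time course comprised 24 libraries in 8 groups of 3 replicates: live cells on days 0, 1, 2 and 3, and sorted GFP-positive and GFP-negative cells on days 4 and 5. Each sample pooled 24 organoids, which had each been started from 4500 Rax-GFP mESCs on day 0, and Matrigel was added at 2% on day 1. For the initial organoids the paper names a growth factor-free chemically defined medium, whereas the sample labels name GMEM with 1.5% knockout serum replacement. The authors pseudo-aligned the reads with kallisto to Ensembl coding and non-coding RNA of mouse genome build 38 (mm10) and deposited DESeq2-normalized counts for 49705 gene entries, of which 12092 were at 0 in every library. Normalized counts summed to between 39849111 and 51587535 per library, with group medians of 47761936 on day 0, 47500402 on day 1, 47354133 on day 2 and 45684531 on day 3. In sorted cells the medians were 43063746 (GFP-negative) and 43846710 (GFP-positive) on day 4, and 40807490 and 43316789 on day 5. The lowest values of each library clustered at the worth of 1 read, between 0.793 and 1.39 normalized counts, which places the libraries at about 37000000 to 54600000 assigned reads, with group medians from 37700000 on day 0 to 48700000 in day 5 GFP-negative cells. Only 45.5% to 76.8% of low values were whole multiples of that worth, so whole reads were not recovered and no count model was fitted. A value near 10 normalized counts therefore rests on about as many reads, and low values carry the largest relative counting error.
From the deposited values, log2(normalized count + 1) was analysed with limma in a single fit of all 24 libraries, with a mean-variance trend and Benjamini-Hochberg adjustment within each contrast. The fit covered the 21005 genes that had at least 10 normalized counts in at least 3 libraries. A gene was called at an adjusted p under 0.001 and an absolute log2-fold-change above 1.5, the thresholds given in the paper. Because of the added 1, fold changes of genes with low values are understated. Rank correlations between replicates of a group lay between 0.979 and 0.993 for the 22 pairs without day 0 replicate 1, and the pairs with that library reached down to 0.953. No 2 replicates of a group held the same values. The labels give the same replicate numbers in every group. The deviations of same-numbered libraries from their group means had a mean correlation of -0.001 over all pairs of groups, with single values from -0.284 to 0.401. On simulated data with 100 planted genes in each direction, the procedure recovered 98% of the EF-up and 98% of the EF-down genes. There were 0 other calls among 19892 genes. The planted log2 change was 3, in genes with means well above the filter on low values. Recovery of changes nearer the threshold of 1.5, or in genes with low values, was not shown. Genes without a planted change had no group differences, and no library was made to deviate, so the 0 other calls describe only that case.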

To enrich for cells in an eye-field state, at days 4 and 5 the cells were sorted by fluorescence-activated cell sorting (FACS) into GFP-positive and GFP-negative populations (Fig. 1B).

**Fig. 1.**
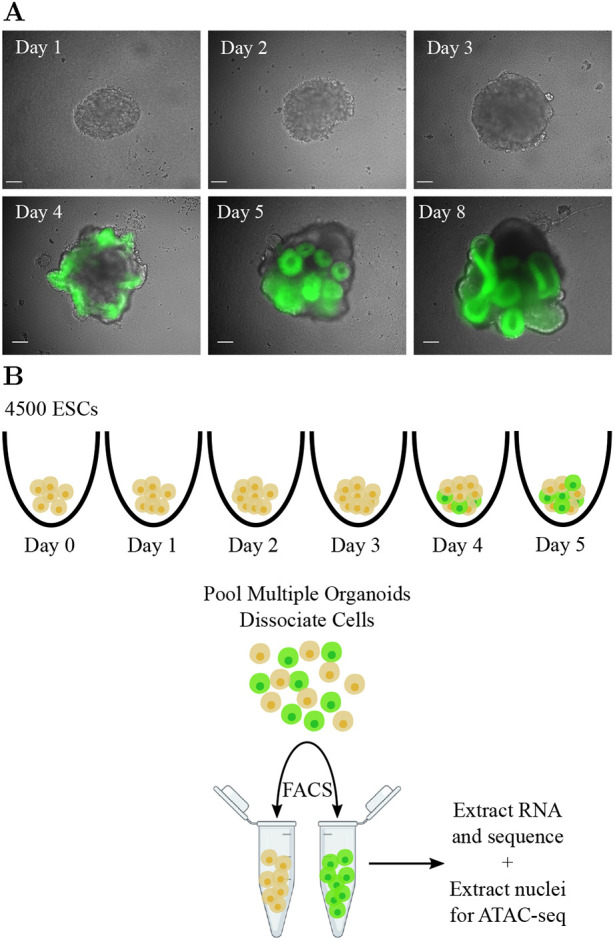
**Exploiting optic vesicle organoids to probe the molecular origins of eye-field specification.** (A) Representative organoids from days 1-5, and day 8. Scale bars: 100 µm. (B) Schematic of the experimental setup for time-course RNA-seq and ATAC-seq data generation.

To identify genes characterizing the transition to the eye field, we looked for differentially expressed genes between day 3 and the GFP-positive samples on days 4 and 5 [using DEseq2 (Love et al., 2014); false discovery rate (FDR) <0.001, absolute log2-fold-change >1.5]. This analysis revealed a small set of ‘EF-up’ genes (37) that were significantly upregulated between these time points, of which 11 correspond to known mouse TFs (Fig. 2A). 

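In the deposited normalized counts, 25 genes were called upregulated in all 3 contrasts of the paper's methods: day 4 GFP-positive cells against day 3, and GFP-positive against GFP-negative cells on day 4 and on day 5. The contrasts taken singly gave 700, 69 and 84 upregulated genes. Of the 25 genes, 24 were among the 37 marked as EF-up in the authors' deposited table, and the remaining gene was Pax6os1. Pax6os1, Raxos1, Six3os1 and Gm27197 are antisense to other genes, and the paper's text does not name the strandedness of the counting, so their values are uncertain. So is that of BC064078, which is annotated as a pseudogene. The 25 genes included 9 of the 11 TFs shown in Fig. 2A, among them Rax, Pax6, Lhx2, Six3 and Six6. The 13 genes called in the authors' deposited table alone passed the fold-change threshold in each contrast and missed the adjusted p threshold of 0.001 in at least 1 of them. Fezf1 rose by 8.49 on the log2 scale from day 3 to day 4 GFP-positive cells, but its difference between gates on day 4 was 2.07 (standard error 0.44, adjusted p = 0.00202, limma with Benjamini-Hochberg adjustment). For Vax1 the difference between gates on day 4 was 2.43 (standard error 0.64, adjusted p = 0.0108, limma with Benjamini-Hochberg adjustment). The setting that moved the number of EF-up genes most was a definition by day 3 against the GFP-positive samples of days 4 and 5 alone, without the gates, which gave 593 genes. With the replicate number as a block, 25 genes were called, 24 of them shared, where same-numbered libraries of the contrasts had mean correlations of 0.071, -0.062 and 0.027. Leaving out each library of the 3 contrasts in turn gave 19 to 25 genes. Leaving out day 0 replicate 1, which is in none of them, gave 34, in a fit chosen after seeing the data.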

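Rax (ENSMUSG00000024518) lies on the minus strand of chromosome 18 of mm10, from 65928277 to 65939787. Its normalized count was 115 ± 35.6 (SD, n = 3) on day 3, 9559 ± 436 (SD, n = 3) in day 4 GFP-positive cells and 8608 ± 463 (SD, n = 3) in day 5 GFP-positive cells. The rise from day 3 to day 4 was 6.40 on the log2 scale (standard error 0.25, adjusted p = 7.31e-14, limma with Benjamini-Hochberg adjustment). Pax6 (ENSMUSG00000027168) lies on chromosome 2 from 105668900 to 105697364. It went from 142 ± 25.4 on day 3 to 8517 ± 646 in day 4 and 16880 ± 3334 in day 5 GFP-positive cells (SD, n = 3 each), and its log2-fold-change to day 4 was 5.91 (standard error 0.24, adjusted p = 9.29e-14, limma with Benjamini-Hochberg adjustment). Lhx2 (ENSMUSG00000000247), on the same chromosome from 38339281 to 38369733, went from 130 ± 48.9 to 15995 ± 762 and then 15963 ± 643 (SD, n = 3 each). Its log2-fold-change from day 3 to day 4 was 6.99 (standard error 0.30, adjusted p = 1.76e-13, limma with Benjamini-Hochberg adjustment). Six3 (ENSMUSG00000038805), on chromosome 17 from 85613608 to 85629302, was already at 932 ± 247 on day 3 and reached 12815 ± 533 on day 4 and 8944 ± 561 on day 5 (SD, n = 3 each). The day 4 rise of Six3 was 3.81 (standard error 0.25, adjusted p = 9.85e-11, limma with Benjamini-Hochberg adjustment). Between GFP-positive and GFP-negative cells of day 4, the log2-fold-changes were 3.29 for Rax, 1.82 for Pax6, 2.64 for Lhx2 and 1.77 for Six3, and on day 5 they were 4.27, 1.83, 2.96 and 2.62. All 4 genes kept their calls in these contrasts when each library of the contrast was left out in turn. The gates were sorted on a GFP reporter in the Rax locus, so the gate difference of Rax itself follows from the sorting.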

Importantly, these included the canonical EFTF genes *Rax*, *Pax6*, *Lhx2*, *Six3* and *Six6*, indicating that drivers of the optic-fate in mammals include most of the key TFs also discovered in *Xenopus*. 

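Six6 (ENSMUSG00000021099) lies on chromosome 12 of mm10 from 72939892 to 72944899. Its normalized count was 22.4 ± 2.12 on day 3, 211 ± 29.4 in day 4 GFP-positive cells and 5550 ± 746 in day 5 GFP-positive cells (SD, n = 3 each). The step from day 3 to day 4 was 3.17 on the log2 scale (standard error 0.46, adjusted p = 8.83e-06, limma with Benjamini-Hochberg adjustment) and the step from day 4 to day 5 was 4.71 (standard error 0.46, adjusted p = 4.86e-07, limma with Benjamini-Hochberg adjustment). Over the latter step Rax, Lhx2 and Six3 did not rise, with log2-fold-changes of -0.15, 0.00 and -0.52, and Pax6 rose by 0.97 (standard error 0.24, adjusted p = 0.0104, limma with Benjamini-Hochberg adjustment), short of the threshold. On day 4 the Six6 count in GFP-negative cells was 39.4 ± 18.3 (SD, n = 3), and the difference between gates of 2.51 had an adjusted p of 0.000391 (limma with Benjamini-Hochberg adjustment). That call was lost in 5 of 6 fits that each left out a library of the contrast, in which the difference lay between 2.06 and 2.79.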

*Six6* was expressed slightly later, consistent with evidence that it is a downstream target of *Lhx2* and *Pax6* (Tétreault et al., 2009). Although not sufficiently upregulated to pass our threshold, *Nr2e1* displayed an expression pattern consistent with that of the other canonical EFTFs. 

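Nr2e1 (ENSMUSG00000019803), on the minus strand of chromosome 10 from 42561963 to 42583632, had 8.93 ± 1.53 normalized counts on day 3, 235 ± 13.5 in day 4 GFP-positive cells and 1546 ± 227 in day 5 GFP-positive cells (SD, n = 3 each). Its log2-fold-change from day 3 to day 4 was 4.58 (standard error 0.50, adjusted p = 2.44e-07, limma with Benjamini-Hochberg adjustment), which passed both thresholds. The differences between GFP-positive and GFP-negative cells did not pass, at 2.04 on day 4 (adjusted p = 0.00652) and 1.09 on day 5 (adjusted p = 0.168, both limma with Benjamini-Hochberg adjustment). In GFP-negative cells the count was 57.6 ± 15.6 on day 4 and 721 ± 64.3 on day 5 (SD, n = 3 each).

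**Figure D1:**
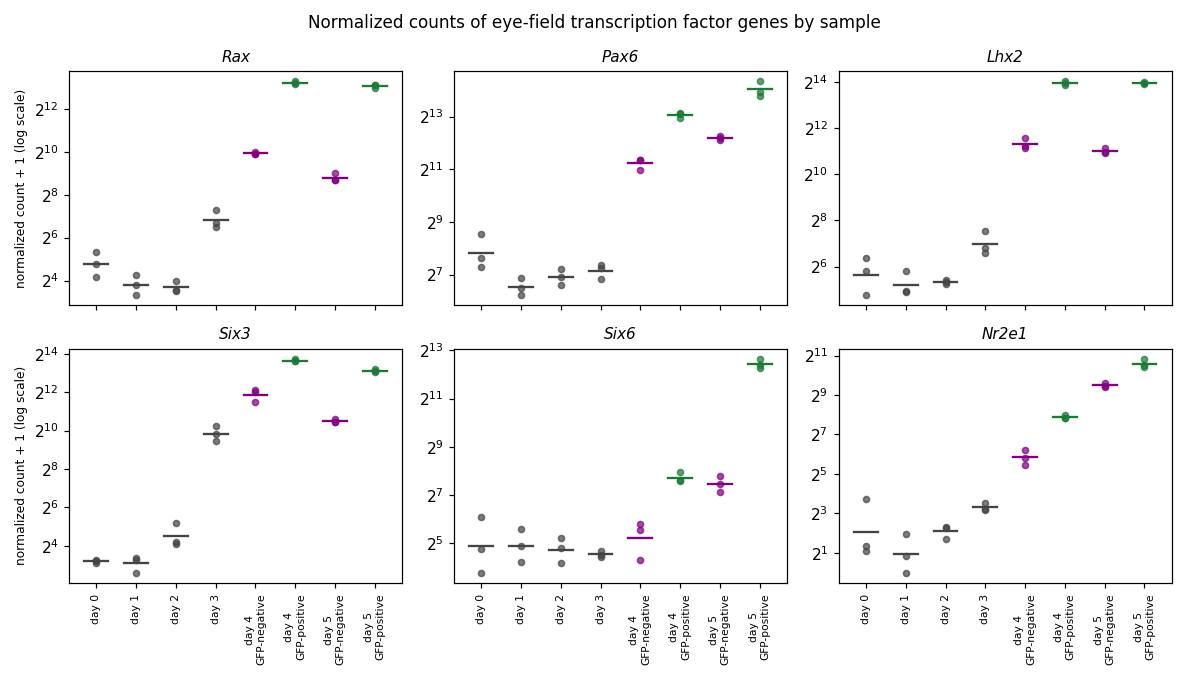
Normalized counts of Rax, Pax6, Lhx2, Six3, Six6 and Nr2e1 (vertical axis, normalized count + 1 on a log scale) in the 8 groups of the time course. Each point is 1 library, with 3 per group, and each bar is the mean of the log values; the Nr2e1 libraries of day 5 GFP-negative cells, with a mean of 721, lie above those of day 4 GFP-positive cells, with a mean of 235.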

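Tbx3 (ENSMUSG00000018604) lies on chromosome 5 of mm10 from 119670669 to 119684724. It was highest on day 0, at 3633 ± 2000 normalized counts, and fell to 2029 ± 705 on day 1, 729 ± 18.8 on day 2 and 484 ± 136 on day 3 (SD, n = 3 each). The log2-fold-change from day 0 to day 3 was -2.73 (standard error 0.39, adjusted p = 7.04e-06, limma with Benjamini-Hochberg adjustment). In day 4 cells it was 73.1 ± 28.0 in the GFP-positive and 555 ± 114 in the GFP-negative gate, and on day 5 it was 135 ± 26.4 and 619 ± 151 (SD, n = 3 each). From day 3 to day 4 GFP-positive cells it changed by -2.76 on the log2 scale (standard error 0.39, adjusted p = 6.48e-06, limma with Benjamini-Hochberg adjustment), whereas the change to day 4 GFP-negative cells was 0.21 (adjusted p = 0.789).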

The only canonical EFTF with an unexpected expression pattern – one that is anti-correlated with the onset of the eye field – was *Tbx3*. This could be because *Tbx3* plays a different role in mouse than in *Xenopus* (*Tbx3* is a known component of the pluripotency network in mESCs; Russell et al., 2015) or because the *Xenopus Tbx3* orthologue in mouse may not be *Tbx3*. *Tbx2* is the likely candidate, being the only Tbx family member for which expression is highly correlated with onset of the eye field (Fig. 2A). 

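The deposited table lists 13 Tbx family members, of which 11 passed the filter on low values. Tbx2 (ENSMUSG00000000093), on chromosome 11 from 85832551 to 85841948, had 19.0 ± 6.09 normalized counts on day 3, 13.4 ± 3.79 in day 4 GFP-positive cells and 530 ± 71.6 in day 5 GFP-positive cells (SD, n = 3 each). Its change from day 3 to day 4 GFP-positive cells was -0.47 on the log2 scale (standard error 0.44, adjusted p = 0.444, limma with Benjamini-Hochberg adjustment). On day 4 it was lower in GFP-positive than in GFP-negative cells, at a log2-fold-change of -1.92 (adjusted p = 0.00349, limma with Benjamini-Hochberg adjustment), which did not pass the threshold. On day 5 it was higher in GFP-positive cells by 3.01 (standard error 0.44, adjusted p = 2.81e-05, limma with Benjamini-Hochberg adjustment), where GFP-negative cells had 68.2 ± 25.2 (SD, n = 3). Among the Tbx members that passed the filter, 1 was called upregulated in day 5 GFP-positive cells against day 3, and 1 against day 5 GFP-negative cells.

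**Figure D2:**
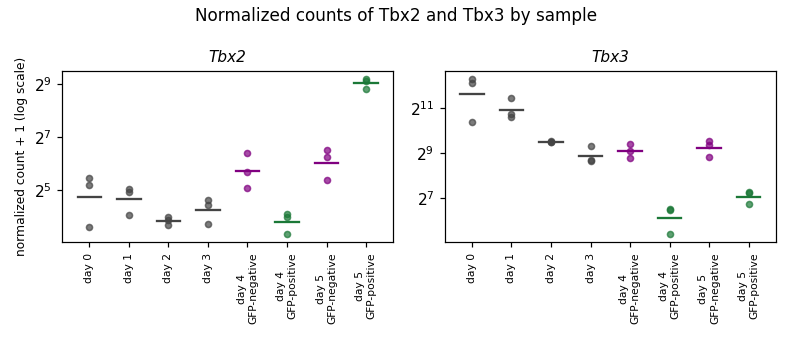
Normalized counts of Tbx2 and Tbx3 (vertical axis, normalized count + 1 on a log scale) in the 8 groups of the time course. Each point is 1 library, with 3 per group, and each bar is the mean of the log values; Tbx2 is highest in day 5 GFP-positive cells and Tbx3 on day 0.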

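On day 5, 968 genes were called lower in GFP-positive than in GFP-negative cells, against the 84 called higher. After quantile normalization between libraries the lower genes numbered 569, and with the replicate number as a block 920, where same-numbered libraries of these gates had a mean correlation of 0.027. Mitf (ENSMUSG00000035158, chromosome 6 from 97807052 to 98021349) had 685 ± 107 normalized counts in GFP-positive and 144 ± 30.7 in GFP-negative cells (SD, n = 3 each), a log2-fold-change of 2.25 (standard error 0.22, adjusted p = 1.22e-07, limma with Benjamini-Hochberg adjustment). Aldh1a3 (ENSMUSG00000015134, chromosome 7 from 66390890 to 66427517) had 882 ± 68.9 and 113 ± 41.2 (SD, n = 3 each), a log2-fold-change of 3.01 (standard error 0.30, adjusted p = 1.64e-07, limma with Benjamini-Hochberg adjustment). The counts of Vax1 (ENSMUSG00000006270, chromosome 19 from 59166187 to 59170056) were lower, at 182 ± 40.3 and 16.0 ± 2.64 (SD, n = 3 each), and its log2-fold-change of 3.42 (standard error 0.64, adjusted p = 0.000476, limma with Benjamini-Hochberg adjustment) lost its call in all 6 fits that each left out a library. On day 4 the differences between the gates were -0.36 for Mitf and 0.14 for Aldh1a3, and neither passed the threshold. The change of the difference between the days was tested as an interaction in the same fit (limma with Benjamini-Hochberg adjustment) and passed the threshold for Mitf (2.61, adjusted p = 9.64e-05) and Aldh1a3 (2.87, adjusted p = 0.00085), but not for Vax1 (0.99, adjusted p = 0.838). The interaction of Aldh1a3 lost its call in 11 of 12 fits that each left out a library.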

Finally, as expected, when inspecting genes differentially upregulated specifically between the GFP-positive and -negative cells at day 5, we found markers of later eye development, including *Vsx2*, *Vax1*, *Mitf* and *Aldh1a3* (Fig. S2C). This provides transcriptomic evidence that Rax-expressing cells in the organoid system are transitioning to the ocular fate. We found low levels of Rax expression in the GFP-negative samples on days 4 and 5 (Fig. 2A). This is to be expected as our cell-sorting strategy groups cells with low levels of GFP, including those just beginning to express Rax, into the GFP-negative samples.

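In GFP-negative cells Rax had 975 ± 38.4 normalized counts on day 4 and 447 ± 60.6 on day 5 (SD, n = 3 each). Both values lay above day 3, by 3.11 on the log2 scale on day 4 (standard error 0.25, adjusted p = 2.20e-08, limma with Benjamini-Hochberg adjustment) and by 1.98 on day 5 (standard error 0.25, adjusted p = 2.67e-06, limma with Benjamini-Hochberg adjustment). The fall from day 4 to day 5 within the GFP-negative gate was -1.13 (adjusted p = 0.00582, limma with Benjamini-Hochberg adjustment), short of the threshold.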

**Fig. 2.**
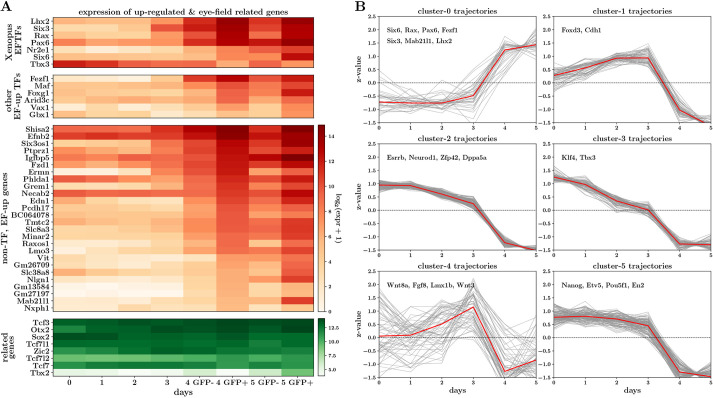
**RNA-seq analysis reveals coordinated upregulation of canonical EFTFs during optic vesicle development.** (A) Heatmap displaying gene expression across the OV time course, for canonical eye-field genes, differentially upregulated (EF-up) genes and genes known to have an important role in early eye development. (B) Clustering of EF-up and EF-down gene trajectories reveals six clusters with three underlying patterns across the time course. At each time point, heatmap and trajectory plots indicate expression averaged across triplicates.

In parallel with the upregulation of this extended set of putative eye-field genes, the cell-state transition was also characterized by the downregulation of a larger set of ‘EF-down’ genes (448) across the day 3-to-day 4/5 transition (Fig. S2A). 

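In the same 3 contrasts, 452 gene entries with 448 distinct symbols were called downregulated, from 1545, 763 and 968 downregulated entries in the single contrasts. The authors' deposited table marks 453 entries as EF-down, which have 448 distinct symbols and include 5 on patch sequences of the assembly, and 405 entries were shared with the calls made here. With quantile normalization between libraries the number was 282, and the definition without the gates gave 1332. The replicate block gave 431 entries, 428 of them shared. Leaving out each library of the 3 contrasts in turn gave 379 to 438. The fit without day 0 replicate 1, chosen after seeing the data, gave 503. In day 4 GFP-positive cells the median log2-fold-change of the 452 entries against day 3 was -3.59, and in day 4 GFP-negative cells it was -1.01.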

Many of these genes are known players in pluripotency, including *Nanog*, *Pou5f1* and *Dppa5a* [more generally, 35 EF-down genes were linked to the gene ontology (GO) terms ‘mechanisms associated with pluripotency’ or ‘stem cell population maintenance’], and although they were downregulated across the state transition, they were also consistently downregulated across the full time course of organoid differentiation. This suggests that successful specification of the eye field requires both the network of eye-field genes to be turned on as well as genes controlling pluripotency to be switched off. It is noteworthy that *Sox2* and *Otx2*, known to be crucial in eye development, are not differentially expressed across this crucial time point (Fig. 2A), consistent with these genes being more broadly expressed in the anterior neuroectoderm *in vivo*. Furthermore, although Tcf family genes are important in repressing β-catenin/Wnt signalling to allow forebrain specification (Kim et al., 2000; Dorsky et al., 2003) and play a role in eye-field specification in zebrafish (Young et al., 2019), we found that key Tcf family genes, including *Tcf3*, *Tcf7*, *Tcf7l1* and *Tcf7l2*, are expressed in the OV organoids but not differentially expressed across this time point (Fig. 2A).

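Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) went from 13788 ± 2854 normalized counts on day 0 to 1726 ± 131 on day 2, was at 2799 ± 319 on day 3, and then differed between 159 ± 48.1 in GFP-positive and 2434 ± 237 in GFP-negative cells on day 4 (SD, n = 3 each). Its log2-fold-change from day 3 to day 4 GFP-positive cells was -4.16 (standard error 0.20, adjusted p = 7.70e-13, limma with Benjamini-Hochberg adjustment). The small rise of Nanog from day 2 to day 3, 0.69 on the log2 scale, had an adjusted p of 0.0211 (limma with Benjamini-Hochberg adjustment). Pou5f1 (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772) changed by -0.68 from day 0 to day 3 and by -4.89 from day 3 to day 4 GFP-positive cells (standard error 0.18, adjusted p = 1.96e-14, limma with Benjamini-Hochberg adjustment). Dppa5a (ENSMUSG00000060461, chromosome 9 from 78367052 to 78368177) went from 61213 ± 19846 on day 0 to 8739 ± 957 on day 3 and 361 ± 289 in day 4 GFP-positive cells (SD, n = 3 each), with a log2-fold-change over the last step of -4.87 (standard error 0.33, adjusted p = 1.96e-10, limma with Benjamini-Hochberg adjustment). All 3 genes were also lower in GFP-positive than in GFP-negative cells on day 5. The log2-fold-changes were -3.93 for Nanog, -4.03 for Pou5f1 and -4.12 for Dppa5a. The calls were kept when each library of the contrast was left out in turn. From the fall of pluripotency genes over the transition and over the time course, the paper proposes that the eye field needs these genes to be switched off as well as the eye-field genes to be turned on.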

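Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) had 9266 ± 1325 normalized counts on day 3 and 11787 ± 667 in day 4 GFP-positive cells (SD, n = 3 each), a log2-fold-change of 0.36 (standard error 0.14, adjusted p = 0.0469, limma with Benjamini-Hochberg adjustment). Between the gates it differed by 0.52 on day 4 (adjusted p = 0.0111) and 0.08 on day 5 (adjusted p = 0.795, both limma with Benjamini-Hochberg adjustment), and quantile normalization turned the day 5 value to -0.01. Otx2 (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) had 14056 ± 1021 on day 3 and 15258 ± 99.1 in day 4 GFP-positive cells (SD, n = 3 each), a log2-fold-change of 0.12 (standard error 0.10, adjusted p = 0.363, limma with Benjamini-Hochberg adjustment). Its difference between the gates was 0.26 on day 4 and 0.70 on day 5 (adjusted p = 1.70e-05, limma with Benjamini-Hochberg adjustment), the latter past the adjusted p threshold but not the fold-change threshold.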

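From day 3 to day 4 GFP-positive cells, Tcf3 (ENSMUSG00000020167, chromosome 10) went from 11212 ± 1788 to 16409 ± 654 normalized counts (SD, n = 3 each), a log2-fold-change of 0.56 (adjusted p = 0.00492, limma with Benjamini-Hochberg adjustment). Tcf7l1 (ENSMUSG00000055799, chromosome 6) was at 7884 ± 678 and 7800 ± 325 (SD, n = 3 each), and its log2-fold-change of -0.01 was 0.02 after quantile normalization, so that no direction can be given. Tcf7 (ENSMUSG00000000782, chromosome 11) went from 4856 ± 100 to 1967 ± 93.3 (SD, n = 3 each), a log2-fold-change of -1.30 (adjusted p = 1.33e-07, limma with Benjamini-Hochberg adjustment), and Tcf7l2 (ENSMUSG00000024985, chromosome 19) from 785 ± 171 to 2076 ± 88.9 (SD, n = 3 each), a log2-fold-change of 1.43 (adjusted p = 1.82e-06, limma with Benjamini-Hochberg adjustment). These changes of Tcf7 and Tcf7l2 were larger than the spread between replicates and passed the adjusted p threshold, but stayed under the absolute log2-fold-change of 1.5. Leaving out each library in turn moved the value of Tcf7l2 between 1.24 and 1.56, and it was called in 1 of these 6 fits.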

Next, we probed our RNA-seq data further to see whether any of the EF-up or EF-down genes displayed significant changes between earlier time points. Performing similar differential expression analyses, we found that nine (of 165) genes upregulated between days 2 and 3 overlapped with the EF-up genes, including the TFs *Rax*, *Lhx2*, *Six3* and *Fezf1*. 

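Between days 2 and 3, 150 genes were called upregulated and 61 downregulated. The authors' deposited table marks 165 genes as upregulated over this step, and 130 were shared. Of the EF-up genes called here, 7 were also upregulated from day 2 to day 3: Rax, Lhx2, Six3, Six3os1, Shisa2, Ptprz1 and Grem1. Six3 rose from day 2 to day 3 by 5.34 on the log2 scale (standard error 0.25, adjusted p = 3.46e-11, limma with Benjamini-Hochberg adjustment). For Rax the day 2 count was 12.0 ± 2.48 (SD, n = 3) and the rise 3.13 (standard error 0.25, adjusted p = 1.04e-07, limma with Benjamini-Hochberg adjustment). The rise of Lhx2 from 39.2 ± 2.88 (SD, n = 3) was smaller, at 1.65 (standard error 0.30, adjusted p = 0.000715, limma with Benjamini-Hochberg adjustment), and lost its call in 5 of 6 fits that each left out a library of the contrast. Fezf1 (ENSMUSG00000029697, chromosome 6 from 23245044 to 23248362) went from 0.675 ± 0.600 to 20.2 ± 7.82 normalized counts (SD, n = 3 each), a rise of 3.66 (standard error 0.44, adjusted p = 1.34e-05, limma with Benjamini-Hochberg adjustment), and was outside the overlap because its gate differences missed the adjusted p threshold. Pax6 changed over this step by 0.22 (adjusted p = 0.59, limma with Benjamini-Hochberg adjustment). An adjusted p threshold of 0.05 gave 308 upregulated genes and an overlap of 11, and the replicate block gave 139 genes, an overlap of 7 and a mean correlation of same-numbered libraries of 0.063.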

The fact that these key factors are significantly upregulated so early in OV development (prior to detection of a distinct GFP signal), may point to these TFs acting as very early eye-field determining factors. Interestingly, 12 genes upregulated between days 2 and 3 actually overlapped with EF-down genes, including *Wnt3*, *Wnt8a*, *Fgf8* and *Lmx1b*, pointing towards the eye-field state requiring repression of gene expression programmes that were turned on earlier in differentiation. This has close parallels with what is thought to happen *in vivo*, where, as well as promoting ocular fate, EFTFs are also involved in repressing gene expression programmes characterizing other neural cell states, such as diencephalic, mid- and hindbrain states, early in development (Roy et al., 2013; Fish et al., 2014; Liu et al., 2010; Takata et al., 2017).

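The EF-down genes that were upregulated between days 2 and 3 numbered 10: Wnt3, Wnt8a, Fgf8, Lmx1b, Gsc, Mixl1, T, Irx3, Irx5 and C130021I20Rik. Of these, 9 were among the 12 in the authors' deposited table. Lmx1b (ENSMUSG00000038765, chromosome 2 from 33560965 to 33640608) rose from 199 ± 16.2 normalized counts on day 2 to 1534 ± 125 on day 3 and was at 220 ± 38.3 in day 4 GFP-positive cells (SD, n = 3 each). Its log2-fold-changes over these steps were 2.94 (standard error 0.28, adjusted p = 5.57e-07, limma with Benjamini-Hochberg adjustment) and -2.81 (standard error 0.28, adjusted p = 4.40e-08, limma with Benjamini-Hochberg adjustment). Fgf8 (ENSMUSG00000025219, chromosome 19 from 45736798 to 45742915) went from 115 ± 3.91 to 467 ± 35.6 and then 108 ± 27.1, whereas in day 4 GFP-negative cells it was at 1332 ± 223 (SD, n = 3 each). Wnt3 (ENSMUSG00000000125, chromosome 11 from 103774150 to 103817957) rose by 2.37 (adjusted p = 0.00087) and Wnt8a (ENSMUSG00000012282, chromosome 18 from 34542313 to 34548273) by 1.66 (adjusted p = 0.000395, both limma with Benjamini-Hochberg adjustment). These rises of Wnt3 and Wnt8a lost their calls in each of the 6 fits that left out a library. Wnt3 then fell by 2.23 and Wnt8a by 3.25 on the log2 scale to day 4 GFP-positive cells, and leaving out a library lost the call of Wnt3 in 4 of 6 fits and that of Wnt8a in 0. In contrast, both were higher in day 4 GFP-negative cells than on day 3, by 1.76 for Wnt3 and 0.89 for Wnt8a, short of the threshold. With the replicate block the overlap was 8.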

Finally, to explore whether there are general patterns to the trajectories of differentially expressed genes, we performed a clustering analysis on the trajectories of the EF-up and EF-down genes (Fig. 2B). This analysis resulted in six clusters, which fall into three trajectory patterns: genes in clusters 0 are steeply upregulated after day 3 (all the EF-up genes fell into this category); clusters 2, 3 and 5 contain genes with expression gradually downregulated with time; and clusters 1 and 4 contain genes with more transient expression, being broadly upregulated until day 3 and then sharply repressed after day 3. 

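A Gaussian-mixture model with full covariance was fitted to the z-transformed log2 means of the 477 EF-up and EF-down entries called here, over days 0 to 3 and the GFP-positive cells of days 4 and 5, with 20 random seeds and 1 to 10 components. The mean BIC was lowest at 5 components, at -5786.6 with an SD over seeds of 84.2, against -5747.7 at 4 and -5759.7 at 6 components, so the seeds varied by more than these values differed. A cluster of 25 genes, all of them the EF-up genes, had mean z values of -0.52 on day 3, 1.16 on day 4 and 1.50 on day 5. The cluster of 213 genes fell at each step, from a z value of 1.06 on day 0 to 0.15 on day 3 and -1.39 on day 5. That of 126 genes was highest on day 1, at 0.85, was still at 0.53 on day 3 and then fell to -1.56 on day 5. The remaining clusters, with 75 and 38 genes, peaked on day 3 at z values of 1.03 and 0.98 and were at -1.16 and -0.97 on day 4. When the EF-up and EF-down entries marked in the authors' deposited table were clustered in place of those called here, a choice made after the values were seen, 6 clusters resulted, with 1 rising after day 3, 3 highest on day 0 or day 1 and 2 peaking on day 3. Diagonal covariance moved the number most among the model settings, to 9 clusters.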

GO enrichment analysis (Zhou et al., 2019) on the gene sets displaying these three broad patterns provided an additional layer of evidence that the stable onset of the eye field is characterized by a balance of very different gene expression programmes: the upregulation of genes specifically related to eye and neuron development (Fig. S2D), and, in parallel, the downregulation of genes characterizing pluripotency, non-neuroectodermal differentiation (Fig. S2F) and possibly cell signalling and migration (Fig. S2E). In summary, RNA-seq data generated from the time course of OV organoid development show that this is a robust and relevant model system with which to study the gene dynamics underlying mammalian eye-field specification.

### Dynamic ATAC-seq peaks local to eye-field genes suggest enhancer-driven logic

Changes in the expression of genes characterizing cell-state transitions, in development and disease, are thought to be largely controlled by changes in DNA accessibility and binding of TFs at CREs genomically local to those genes (Spitz and Furlong, 2012; Ong and Corces, 2012; Buecker and Wysocka, 2012; Long et al., 2016; Klemm et al., 2019; Ray-Jones and Spivakov, 2021; Minnoye et al., 2021). To gain insight into the regulation of the transcriptional changes important for the eye-field transition, and specifically to identify candidate TF-CRE pairs that control the expression of EF genes, we performed bulk assay for transposase-accessible chromatin with sequencing (ATAC-seq; Buenrostro et al., 2013) experiments on single samples of organoids at days 0, 1, 2 and 3, as well as GFP-positive and GFP-negative cells on day 5. We identified a consensus set of 361,867 genomic regions displaying a significant accessibility peak on one or more days. Mirroring the strategy used in the RNA-seq analysis, we looked for peak regions that were dynamic (absolute log2-fold-change >1.5) across days 3 and 5, and found 7782 and 53 such peaks with increased and decreased ATAC-seq signal, respectively. After excluding peaks overlapping exons (TFs typically bind non-exonic regions), we found that this set of dynamic peaks comprises largely (∼97%) non-promoter peaks. This is consistent with previous work indicating that changes in the chromatin accessibility landscape during early development predominantly occur in non-promoter regions (Reddington et al., 2020), suggesting an enhancer-driven logic to cell-state changes.

We used GREAT analysis (McLean et al., 2010) to computationally assign putative links between these dynamic ATAC-seq peaks to genes in an unbiased manner. This revealed gene–peak associations for 22 of the 37 EF-up and 161 of the 448 EF-down genes, suggesting that the observed changes in chromatin accessibility may be functionally relevant in the regulation of genes characterizing the eye field.

Our key goal was to uncover changes in chromatin accessibility that play a direct role in regulating the changes in gene expression identified using RNA-seq data. To identify CREs relevant to the putative eye-field genes, we focused on peaks that lie within the topologically associating domains (TADs) (Dixon et al., 2012; Nora et al., 2012) containing those genes (using TADs defined from previously published mESC Hi-C data; Bonev et al., 2017). This approach was motivated by the observation that TADs are remarkably stable across development and tissue types and that regulatory elements generally lie within the TAD containing the target gene (Symmons et al., 2016). We found that 98% and 93% of dynamic peaks in up- and downregulated eye-field TADs, respectively, correspond to non-promoter peaks. By contrast, peaks overlapping the promoters of many eye-field genes, including *Rax*, *Pax6* and *Lhx2*, were accessible from day 0, despite very low or zero corresponding gene expression (Fig. 3B; Fig. S3A). Indeed, whereas promoter regions of the putative eye-field genes displayed higher median ATAC-seq signals than the corresponding dynamic non-promoters (Fig. 3A; *P*<10^−229^, Mann–Whitney *U*-test), trajectories of the latter were more variable across the time course (Fig. 3A; *P*<10^−243^, Mann–Whitney *U*-test, and Fig. 3B). 

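In the RNA-seq libraries of day 0, Rax had 26.5, 39.2 and 16.9 normalized counts in replicates 1, 2 and 3, a mean of 27.5 ± 11.2 (SD, n = 3). Lhx2 had 26.4, 81.0 and 55.6, a mean of 54.3 ± 27.3 (SD, n = 3). For Pax6 the values were 367.2, 155.7 and 195.4, a mean of 239 ± 112 (SD, n = 3), which lay above its day 1 mean of 92.7 ± 20.3 (SD, n = 3). Each of these values was above the worth of 1 read in its library, so none of the 3 genes was at 0 on day 0.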

The above observations are suggestive of a model whereby gene-expression changes underlying the transition to ocular fate are orchestrated largely by changes in accessibility and TF binding at distal and intronic regulatory elements.

**Fig. 3.**
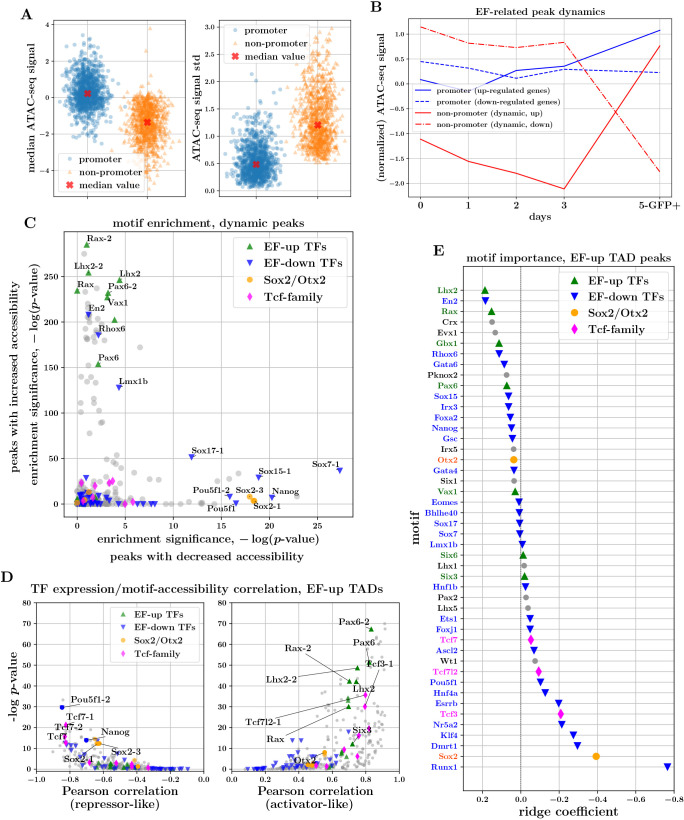
**Characteristics of ATAC-seq peaks associated with the transition to eye field point to enhancer-driven logic and regulatory roles for canonical EFTFs.** (A) Mean and variability of ATAC-seq signal in promoter and non-promoter peaks associated with EF genes. (B) ATAC-seq trajectories of EF-up and EF-down gene promoters, and dynamic non-promoter peaks within EF TADs. (C) TF-motif enrichment analysis of peaks with increasing (*y*-axis) and decreasing (*x*-axis) accessibility across the transition from day 3 to day 5. (D) TF-expression/TF-motif-accessibility correlations for peaks within EF-up TADs. Plots on the right and left illustrate the median across positive and negative correlations, respectively, indicative of activator-like and repressor-like behaviour of the respective TFs. (E) Coefficients of the logistic-regression model trained to predict opening versus closing ATAC-seq peaks within EF-up TADs, using the presence of TF motifs as input covariates. The magnitude of coefficients is indicative of the importance of the respective TF motifs for these predictions.

### Motifs of upregulated eye-field genes are enriched in and predictive of regions of dynamic chromatin

As TFs bind DNA in a sequence-biased manner, analysing the sequence content of accessible genomic regions provides preliminary evidence of the TFs that may be involved in gene regulation. We performed motif enrichment analysis on the peaks identified as dynamic across the transition from day 3 to day 5 (Fornes et al., 2020; Grant et al., 2011). We found that peaks with increasing accessibility have a strong enrichment for the motifs of the canonical EFTFs *Rax*, *Lhx2* and *Pax6*, whereas peaks with decreasing accessibility appear enriched for pluripotency factors motifs such as *Pou5f1* and *Nanog* (Fig. 3C). Furthermore, a *de novo* motif discovery analysis on peaks with increasing accessibility revealed that the inferred enriched motifs are most similar to (amongst others) the consensus motifs for *Rax*, *Lhx2* and *Pax6* (see Table S5). This indicates that TFs characterizing the transcriptomic state transition may also play an important role in re-shaping and/or activating regulatory regions of chromatin. To assess whether the evidence from the motif-enrichment analysis of genome-wide dynamic peaks is consistent with accessibility dynamics in peaks related to the EF-up genes, we performed a multivariate determination of motif importance for peaks within EF-up TADs. Specifically, we fitted a logistic-regression model to predict whether the accessibility signal of a peak increases or decreases across the transition from day 3 to day 5, using as input the binary motif presence of differentially expressed TFs. We found that the motifs corresponding to upregulated TFs, in particular *Lhx2* and *Rax*, are most predictive of opening chromatin, whereas motifs corresponding to pluripotency factors are predictive of closing chromatin (Fig. 3E). The overall picture of EFTFs and TFs associated with pluripotency being predictive of opening and closing chromatin peaks, respectively, appears to be a genome-wide pattern as we found very similar coefficient patterns when we repeated the modelling exercise for genome-wide dynamic peaks instead of peaks in EF-up TADs (Fig. S3B).

This multivariate approach also reveals that there are a number of downregulated TFs that are predictive of increases in accessibility. This could be explained by considering that a subset of the highest-scoring downregulated TFs, including *En2*, *Gata6* and *Irx3* have been reported in other biological contexts to act as transcriptional repressors (Tolkunova et al., 1998; Whissell et al., 2014; Bilioni et al., 2005) and therefore their downregulation may explain some of the increases in accessibility. 

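In the RNA-seq data, En2 (ENSMUSG00000039095, chromosome 5 from 28165694 to 28172166) went from 534 ± 9.45 normalized counts on day 3 to 39.5 ± 11.6 in day 4 GFP-positive cells (SD, n = 3 each), a log2-fold-change of -3.77 (standard error 0.19, adjusted p = 2.07e-12, limma with Benjamini-Hochberg adjustment). Gata6 (ENSMUSG00000005836, chromosome 18 from 11052064 to 11085635) went from 229 ± 55.1 to 48.2 ± 22.6 (SD, n = 3 each), a log2-fold-change of -2.33 (standard error 0.33, adjusted p = 6.54e-06, limma with Benjamini-Hochberg adjustment). For Irx3 (ENSMUSG00000031734, chromosome 8 from 91798525 to 91802067) the day 3 replicates had 505.7, 485.5 and 340.7 normalized counts and day 4 GFP-positive cells 99.7 ± 12.9 (SD, n = 3), a log2-fold-change of -2.13 (standard error 0.26, adjusted p = 1.05e-06, limma with Benjamini-Hochberg adjustment). In day 4 GFP-negative cells En2 had 522 ± 67.5 and Irx3 1011 ± 225 normalized counts (SD, n = 3 each), and the Gata6 replicates had 461.1, 820.0 and 793.5.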

A second possible explanation is that motifs for many TFs are similar and have overlapping occurrences across the genome (our motif discovery analysis showed that *En2* and *Lmx1b* motifs display significant similarities to the same *de novo* motif that strongly matches *Rax* and *Lhx2*; Table S5). This common issue with standard motif analyses makes it difficult to gain deeper insights into the molecular logic. One approach to move towards a more reliable set of regulatory TFs is to use ATAC-seq together with RNA-seq data. Assuming that a TF that alters the accessibility of regulatory elements must be expressed to do so, there ought to be a correlation between the accessibility of its DNA binding motif and its gene expression. Using an approach similar to that of Corces et al. (2016) and Berest et al. (2019), for each TF we computed the correlation between its expression and the accessibility of each peak containing the TF motif, and then compared the distributions of positive and negative correlations against relevant background distributions to determine significance. We found that for non-promoter peaks within EF-up gene TADs, the canonical EF genes *Rax*, *Pax6*, *Lhx2* and *Six3* as well as *Tcf3* and *Tcf7l2* displayed a significant positive expression-accessibility correlation (Fig. 3D; median corr >0.5, *P*<10^−10^ Wilcoxon rank-sum test), suggesting activator roles. The same analysis revealed potential repressive roles for the pluripotency factors *Pou5f1*, *Nanog* and *Sox2*, which displayed significant negative expression-accessibility correlation (Fig. 3D; median corr <− 0.5, *P*<10^−10^ Wilcoxon rank-sum test) for peaks within EF-up gene TADs. This is in line with evidence suggesting that, as well as being important for activating CREs maintaining pluripotency, these genes also act in a repressive manner to block activation of elements crucial for the upregulation of differentiation genes (Thomson et al., 2011; Wang et al., 2012). Similarly, we found evidence of a strong negative expression-accessibility correlation for *Tcf7* (Fig. 3D). Applying this analysis to peaks in EF-down TADs (Fig. S3C), we found that pluripotency factors there appear to have activator roles, in line with knowledge that these TFs bind enhancers that upregulate their expression. Surprisingly, we also found that peaks within EF-down TADs containing EFTF motifs tend to have an accessibility signal that correlates well with EFTF expression (Fig. S3C). This observation hints that, alongside being crucial for specifying the eye field, the EFTFs may also play a role at CREs repressing genes characteristic of alternative gene expression programmes (consistent with evidence that EFTFs repress alternative cell fates *in vivo*; Roy et al., 2013; Fish et al., 2014; Liu et al., 2010; Takata et al., 2017).

Taken together, the above TF-motif guided analyses and modelling of chromatin-accessibility changes point to the hypothesis that the stable upregulation of eye-field genes is enabled through the gain of binding of a small set of EFTFs at non-promoter CREs that are becoming increasingly accessible. Additionally, our analyses provide evidence that TFs downregulated across OV development act in a repressive manner. Therefore, loss of their binding at CREs with decreasing accessibility, perhaps through loss of ‘silencing’, may also contribute to the activation of the EF-up genes.

### Footprinting analysis provides evidence of differential binding of TFs

Detectable ‘footprints’ or relative depletions in chromatin accessibility signal at regulatory elements, can result from DNA being protected from transposase cleavage owing to the presence of bound TFs, and can provide indirect evidence of TF binding. Footprinting analyses have the potential to distinguish subtle effects, such as changes in the distribution of TF binding across conditions, which can be particularly useful if regulatory elements do not display overall changes in accessibility. We applied the TOBIAS framework (Bentsen et al., 2020) to our ATAC-seq data to identify putative changes in binding and footprinting of expressed TFs, both at a genome-wide level and in EF-TAD peaks. TOBIAS computes a ‘footprint score’ for each occurrence of a TF motif, which represents how well the underlying sequence matches the TF motif and the relative depletion in chromatin accessibility at the motif occurrence.

We performed differential binding analysis between days 3 and 5 to compare footprint scores for every TF-motif occurrence across the genome (providing an aggregate pattern across all occurrences of a motif within peaks of interest). This revealed that some of the largest increases in motif binding correspond to EF-up TFs, most notably Rax, Pax6 and Lhx2 motifs (Fig. 4A), and, similarly, that some of the most significant decreases in motif binding correspond to EF-down TFs, such as Pou5f1 and Dmrt1. Consistent with our motif analysis in the previous section, Six3 did not have a strong increase in binding across the transition from day 3 to day 5, perhaps indicating that Six3 plays a regulatory role in eye-field specification that does not involve direct binding to regulatory elements of EF genes (e.g. Six3-mediated Wnt8 suppression has been shown to be important for neuroretina development; Liu et al., 2010). Interestingly, we found evidence of increased binding of Otx2, consistent with the hypothesis that, together with Sox2, Otx2 is required for coordinated upregulation of the EFTFs and, in particular, leads to activation of *Rax* expression (Danno et al., 2008).

**Fig. 4.**
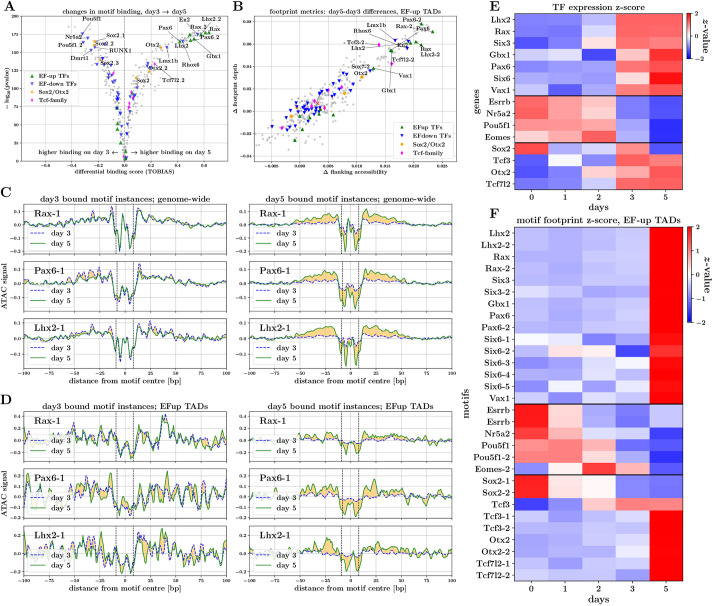
**Footprinting analysis provides evidence of direct interactions of EFTFs with DNA.** (A) Differential binding scores for days 3 and 5 for motifs of expressed TFs. (B) Scatterplot of day 3-day 5 differences in TF-motif footprint depth versus flanking accessibility, for peaks in EF-up TADs. (C,D) Aggregate footprint signals for *Rax*, *Pax6* and *Lhx2* motifs. Plots illustrate aggregate signal on day 3 and day 5 for motif instances predicted to be bound on day 3 (left) and day 5 (right). Aggregate footprint signals are shown for genome-wide (C) and EF-up TAD (D) motif instances. (E,F) Expression and motif footprint score trajectories for TFs displaying strongest expression-footprint correlations in EF-up TADs. (E) Heatmap of TF-expression values (average over triplicates) ***z***-transformed across the time course. (F) Heatmap of TF-motif footprint scores in EF-up TAD peaks, ***z***-transformed across the time course (median across peaks).

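The z values were recomputed from the mean log2(normalized count + 1) of days 0, 1, 2 and 3 and of day 5 GFP-positive cells. Lhx2, Pax6, Rax, Six3, Six6, Vax1, Gbx1, Otx2, Tcf3 and Tcf7l2 were highest in day 5 GFP-positive cells, with z values from 1.13 for Otx2 to 2.00 for Six6. Esrrb, Nr5a2, Pou5f1 and Sox2 were highest on day 0, at z values of 0.85, 0.90, 0.57 and 1.31, and Eomes was highest on day 3, at 1.14. The z transformation hides the size of the changes, which spanned 10.05 on the log2 scale for Six3 but 0.87 for Sox2 and 0.81 for Tcf3.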

We assume that a TF playing a regulatory role by direct binding to DNA should display well-correlated footprint-score and expression trajectories. To investigate this, for each motif we computed the correlation of the footprint score of each occurrence with expression of the corresponding TF. The set of motifs that displayed a median correlation >0.5 in EF-up-TAD peaks contained all key EF-up TFs (Fig. 4E,F), plus Sox2, Otx2, Tcf3 and Tcf7l2. When comparing footprint score dynamics in EF-up-TAD peaks and genome wide, we found that there is generally good agreement for most motifs. Notably, however, footprint scores for Six3 and Six6 motifs broke this trend and genome-wide occurrences did not correlate well with their corresponding expression level (Fig. S4B).

Aggregating ATAC-seq signal around multiple occurrences of a given motif allows visualization and quantification of TF footprints. To unpick large changes in footprinting between days 3 and 5 in an unbiased manner, we computed the depth and flanking accessibility for each motif, for genome-wide and EF-up TAD peak occurrences, on each day. Comparing the changes in footprint depth and flanking accessibility between these time points, we found that in EF-up peaks (Fig. 4B) as well as genome wide (Fig. S4A), motifs of the upregulated TFs Rax, Pax6 and Lhx2 (as well as Vax1 and Gbx1) display some of the largest positive changes amongst all motifs of expressed TFs. Similar large increases in these scores were also found for the downregulated TFs Lmx1b, En2 and Rhox6, drawing parallels with our modelling of opening/closing chromatin peaks using motifs (Fig. 3E).

Finally, to confirm that the increases in footprint depth scores correspond to visually discernible footprints, we visualized the aggregate ATAC-seq signal at and around occurrences of a given motif. To pull apart changes between days, we compared the aggregate signal for motif occurrences that are predicted by TOBIAS to be ‘bound’ on day 3 and on day 5. Although there was little difference in aggregate signal between days, for occurrences predicted to be bound on day 3, we found a striking increase in footprint depths for Rax, Pax6 and Lhx2 motif occurrences predicted to be bound on day 5. This observation applied both to genome-wide peaks as well as to peaks contained in EF-up gene TADs (Fig. 4C,D). This provides further evidence that these TFs are regulating the onset of eye-field specification by binding elements in the genomic locality of EF-up genes. We also found that aggregate footprints for Pou5f1, Sox2 and Otx2 show differences (albeit less striking) that are consistent with eye-field establishment being correlated with loss of pluripotency factor binding and gain of Otx2 binding (Fig. S4C,D). Finally, the aggregate footprints for one of the Tcf3 motifs showed evidence of an increase in binding on day 5, both genome wide and within EF-up peaks (Fig. S4E,F), providing further hints at a direct regulatory role of this TF (or the Tcf family more generally) in eye-field specification.

### Peak and TF-specific footprint-score changes identify candidate *cis*-regulatory elements

The motif and footprint analyses described above provide consistent evidence that the canonical EFTFs Rax, Pax6 and Lhx2 play a direct regulatory role in establishing a stable eye field, specifically through binding non-promoter elements in accessible regions within TADs containing EF-up genes. Next, we moved from this broad picture of regulation towards identifying candidate gene-specific CREs through which these key TFs act. For a given EF-up gene, we approached this by searching for ATAC-seq peak regions within the TAD containing the gene, which displayed large changes in footprint scores for motifs of any of these three key TFs, as well as of *Sox2*, *Otx2*, *Tcf3*, *Tcf7* and *Tcf7l2*. We performed this focused intra-TAD analysis for the five core EFTFs (*Rax*, *Pax6*, *Lhx2*, *Six3* and *Six6*), looking for changes between days 1, 3 and 5 that either mirror the upregulation of the corresponding gene or which point to a loss of repression.

This approach is visualized in Fig. 5 for peaks within the *Rax* (Fig. 5A,B) and *Six6* (Fig. 5C,D) TADs, across the day 3-5 and day 1-3 time points. Focusing on changes from day 3 to day 5 within the *Rax* TAD (Fig. 5A), the heatmap revealed highly suggestive footprint-score changes across the majority of the key TFs, in three peak regions (peak IDs 165713, 165714 and 165716), mirroring upregulation of the *Rax* gene itself (Fig. S5A). A similar pattern was seen within the *Six6* TAD (Fig. 5C) where two peak regions (peak IDs 73704 and 73706) showed high footprint-score changes and increasing accessibility (Fig. S5B). No striking increases in footprint scores were identified across the day1-3 transition; however, there were peaks that showed a decrease in scores particularly for the Sox2-related motifs (most notably peak ID 165695 proximal to *Rax*). We found similar signal patterns, highlighting a small number of peaks for each EF-up gene (results for *Pax6*, *Lhx2* and *Six3* are shown in Fig. S6).

**Fig. 5.**
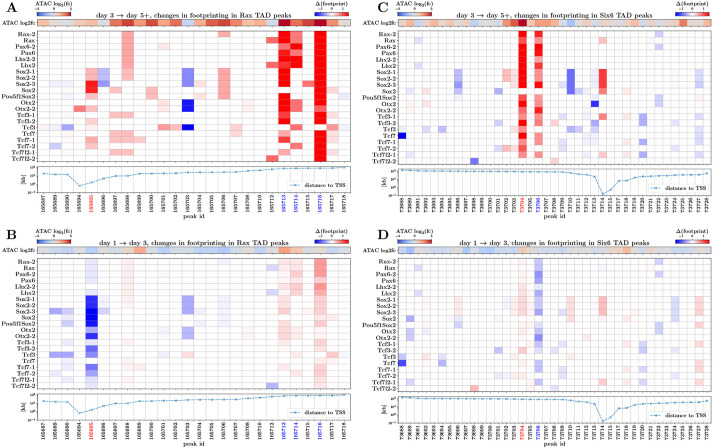
**Changes in motif footprint scores of key TFs identify candidate *Rax* and *Six6* CREs.** (A) Heatmap of changes between days 3 and 5 in footprint scores for key TF motifs at peaks in the *Rax* TAD region. Also illustrated are changes in ATAC-seq signal (top), and distance from the *Rax* TSS (bottom) for each peak. (B) As in A, but displaying changes between days 1 and 3. (C,D) As in A,B, but displaying changes in peaks contained in the *Six6* TAD. Red peak IDs indicate those chosen for CRISPR perturbation; blue peak IDs indicate other putative CREs with interesting footprint score changes (see also Fig. S5).

As a step towards validating our approach for identifying gene-specific CREs, we selected two of the EFTFs for follow-up testing: *Rax*, because of the GFP readout of *Rax* expression within the organoid model system, and *Six6*, because of the relative simplicity of the intra-TAD footprinting patterns. We then selected one representative candidate CRE for *Rax* and one for *Six6* (Fig. 5, red peak IDs) to test for enhancer-like behaviour. Although accessibility of the candidate peak proximal to *Rax* remained relatively stable over time (Fig. 6A; Fig. S5A), the footprint-score changes indicate loss of Sox2 binding from day 1 to day 3 and then gain of binding from day 3 to day 5, suggesting this peak's function may switch from repressive to activating, a pattern not seen in other peaks in this TAD. This region was further prioritised as it overlaps with a putative CRE identified by Danno et al. (2008) in *Xenopus* (discussed further in the next section). The candidate peak selected for *Six6* was in a closed chromatin state at day 1, became accessible by day 5 (Fig. 6D; Fig. S5B) and had the largest increases in footprint scores from day 3 to day 5 (within the *Six6* TAD).

**Fig. 6.**
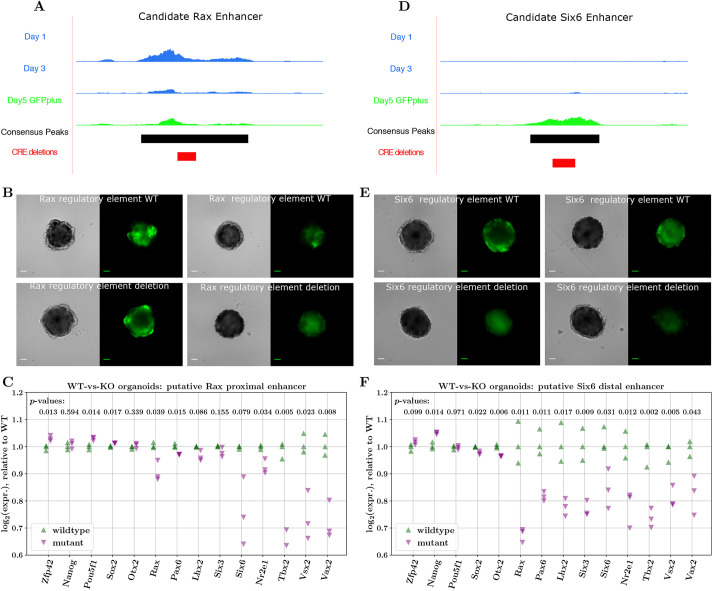
**Changes in expression of key TFs upon disruption of putative EFTF CREs.** (A,D) Bigwig tracks of candidate *Rax* and *Six6* enhancers, displaying accessibility changes across days 1, 3 and 5, consensus peaks and regions deleted by CRISPR. (B,E) Brightfield and GFP images of day 5 organoids derived from CRISPR-Cas9-edited cell lines with wild-type (WT; top) or mutant sequences for the predicted *Rax* and *Six6* CREs. Images represent the variability seen in organoid structure and GFP expression. Twenty-four organoids were grown in three replicates, and all showed similar levels of variation between organoids. Scale bars: 100 µm. (C,F) NanoString quantification of gene expression between WT and mutant (KO) organoids for the proximal *Rax* (C) and distal *Six6* (F) enhancers (WT/mutant differences in log2 expression tested using Welch's *t*-test).

We used CRISPR-Cas9 (Ran et al., 2013) to introduce deletions encompassing the TF-binding motifs identified in the candidate CREs into the Rax-GFP cell line (see supplementary Materials and Methods). In the *Rax* peak, we introduced a 113-bp homozygous deletion (chr18:65941339-65941452) (Fig. S7A) that disrupts motifs for Sox2, Sox2-Pou5f1, Otx2, Pax6 and Tcf3. This includes the Sox2 and Otx2 motifs identified as regulating *Rax* expression in *Xenopus* (Danno et al., 2008). In the *Six6* peak, a 140-bp homozygous deletion (chr12:72852423-72852563) (Fig. S7B) disrupted one site predicted to be bound by Lhx2, Rax and Pax6, and additionally disrupts Sox2- and Tcf3-binding motifs. We used these cell lines to generate day 5 OV organoids and compared their differentiation with control cell lines that had been transfected with CRISPR-Cas9 reagents but retained the wild-type sequence (Fig. 6B,E). The organoids grown from all CRISPR-Cas9-transfected cell lines were considerably more variable in terms of the OV-like structures formed and the levels of GFP expression than previous batches of organoids, (Figs S8, S9), likely owing to the stress the cells were subjected to throughout the genome-editing process, meaning no clear conclusions could be drawn from imaging alone. To test the hypothesis that these genomic regions act as gene-specific CREs, and that perturbing them has a measurable effect on expression of the target gene, we performed digital gene expression (NanoString) analysis (Geiss et al., 2008) in triplicate on organoids at day 5 of differentiation, grown from cell lines that had no detected mutations introduced by the CRISPR machinery (referred to as wild type) and cell lines with the mutations described above.

Comparing the expression of key genes in wild-type and mutant organoids, we found that disrupting the candidate CREs for both *Rax* and *Six6*, results in downregulation of the associated target gene (Fig. 6C,F; − 11% for *Rax* and − 16% for *Six6* log2 expression, respectively). We highlight that developmental genes are generally regulated by more than one CRE (Buecker and Wysocka, 2012; Spitz and Furlong, 2012; Long et al., 2016), and therefore we do not expect complete ablation of *Rax* or *Six6* expression. Notably, for both mutants, *Tbx2* was one of the most downregulated genes, further supporting our hypothesis that *Tbx2* is the mammalian equivalent of *Tbx3* in *Xenopus*. Furthermore, we also found that in both *Rax* and *Six6* putative CRE mutant organoids, the expression of *all* EFTFs is reduced, as might be expected if this set of key TFs co-regulate each other (directly or indirectly) within a GRN. Interestingly, in line with the notion that the EFTFs play a role in suppression of the pluripotency programme, we found evidence of pluripotency genes (e.g. *Zfp42* and *Pou5f1*) being more highly expressed in mutant compared with wild-type organoids. Conversely, markers of later eye development (e.g. *Vsx2* and *Vax2*) were significantly downregulated in mutant organoids.

### Regulatory switches responding to ratios of TF concentration may trigger initial EFTF activation

With the resolution of our data, the mechanism actually triggering the expression of key EFTFs is difficult to disentangle. To answer this, we note that experiments (albeit in model systems different to mESC-derived organoids) in which just one of the TFs *Rax*, *Pax6*, *Lhx2* and *Six3* has been knocked out or rendered null, have shown that expression of the non-perturbed genes is activated in the appropriate regions (Zhang et al., 2000; Fish et al., 2014; Grindley et al., 1995; Bernier et al., 2001; Yun et al., 2009; Roy et al., 2013; Liu et al., 2010). Maintenance of this expression is observed to be significantly de-stabilized. This promotes the hypothesis that the events leading to onset of individual EFTF expression are not dependent on the EFTFs themselves.

These observations indicate that molecular events resulting in *Rax* being switched on, and specifically, the changes at CREs triggering *Rax* expression, do not necessarily involve other EFTFs (*Pax6*, *Lhx2*, *Six3*). Related to this, the work of Danno et al. (2008) showed, in *Xenopus* animal cap cells, that Sox2 and Otx2 proteins interact to activate *Rax* expression, by co-binding a conserved 35-bp region within a CRE ∼2 kb upstream of the *Rax* promoter. The authors propose that activation of this element is sensitive to the ratio of Sox2 and Otx2 concentrations (Fig. S10A).

As mentioned, the OV organoid ATAC-seq data we have generated in this study contains a peak that overlaps with the conserved element identified by Danno et al. (2008). Intriguingly, we find that this putative CRE is accessible (with no large changes in overall accessibility) throughout the organoid development time course, and thus appears to be primed for activation. Furthermore, if it is the ratio of Sox2 and Otx2 that leads to the activation of this CRE, then we would expect to see sizeable differences in Sox2 and Otx2 binding between OV development days. Indeed, this is what we did find for Sox2; the footprint score for Sox2 motifs decreased from day 1 to day 3 and increased again from day 3 to day 5, specifically at this regulatory element, possibly indicating changing of Sox2 binding partners across the time course (Fig. 5A,B). The predicted binding ratios for Otx2 at this element were less pronounced, although they did increase from day 3 to day 5, in line with the working hypothesis.

To gain further insights into the activation of this element, we mined the UniBind database (Puig et al., 2021) of TF–DNA interactions for robust (combined ChIP-seq and computational modelling) evidence of binding sites of specific TFs in this genomic region, across all (mouse) experimental models. This revealed several TF-binding sites that may be relevant to our system (Fig. S10B), including sites for Sox2 and Otx2 in close proximity. Interestingly, the Otx2 site proximal to the Sox2 site overlaps a UniBind Pou5f1 TF-binding site, which, taken with the corresponding expression of these TFs and our footprint scores, provide further suggestion that swapping of Sox2 binding partners is a plausible hypothesis for the activation of this regulatory element. Furthermore, we report that by exploring two publicly available Sox2 and Pou5f1 ChIP-seq datasets (Xiong et al., 2022; Avsec et al., 2021) generated from E14-mESCs (roughly equivalent to day 0 organoids), we found peaks of Pou5f1 and Sox2 signal at this CRE (Fig. S10C). In all, this suggests a mechanism whereby, although this element is accessible early in development, it is repressed by Pou5f1 binding and thus not able to activate *Rax* expression. As the expression of *Pou5f1* is downregulated and the expression of *Otx2* increases, Sox2 can exchange binding partners (from Pou5f1 to Otx2) and, in so doing, activate this putative enhancer and consequently also the expression of *Rax*.

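In the organoid time course, Pou5f1 had 36698 ± 1392 normalized counts on day 0, 35033 ± 1414 on day 1, 32622 ± 2669 on day 2 and 23213 ± 5027 on day 3, and 792 ± 223 and 76.7 ± 11.3 in the GFP-positive cells of days 4 and 5 (SD, n = 3 each). Otx2 had 3526 ± 348 on day 0, 9096 ± 352 on day 1 and 9959 ± 80.4 on day 2 (SD, n = 3 each), and its log2-fold-change from day 0 to day 3 was 2.00 (standard error 0.10, adjusted p = 1.48e-12, limma with Benjamini-Hochberg adjustment). On the log2 scale, the larger part of the Otx2 rise thus came before day 2, and the larger part of the Pou5f1 fall after day 3. Sox2 changed by -0.59 from day 0 to day 3 (standard error 0.14, adjusted p = 0.00145, limma with Benjamini-Hochberg adjustment).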

Further experiments (in particular a CHIP-seq or Cut&Run time course for the relevant TFs) beyond the scope of our current study would be required to validate this hypothesis. We do, however, find it both fascinating and of considerable value that specific hypotheses of gene regulation can be pieced together through systematic and integrated analysis of data across modalities, such as the one presented above. We also point out that, similar to the mechanics of regulation we hypothesize above, Delás et al. (2023) have recently provided evidence of a general mechanism whereby groups of genes are regulated via ‘differential binding’ of TFs at regulatory elements (rather than differential accessibility of these elements), in the context of neural progenitor differentiation.

## DISCUSSION

By using an OV organoid model to enrich for cells transitioning to an optic fate, we have generated bulk transcriptomic and chromatin accessibility time-course data from a very early developmental event that is crucial for mammalian eye development. Joint computational analyses of these data have revealed three key messages regarding the molecular events controlling eye field specification. First, the transition to the eye field in mESC-derived OV organoids is characterized by the upregulation of a small set of genes, including a core set of TFs known to be necessary for eye development through studies in *Xenopus*. Second, the patterns extracted from our RNA-seq data indicate that when this state transition occurs, not only is this core set of EFTFs upregulated, but, in parallel, other gene expression programmes, such as those controlling cellular pluripotency and cellular signalling, are downregulated or carefully balanced. Third, analysis of the dynamics and sequence composition of chromatin accessibility peaks strongly suggests that the key EFTFs – particularly *Rax*, *Pax6* and *Lhx2* – act to control the upregulation of the EF genes through binding to (primarily) non-promoter regulatory elements in the vicinity (TADs) of those genes. By performing footprinting analyses for key TFs in TADs of important genes, we have additionally identified putative gene-specific CREs that appear to be important for regulating the gene expression changes characterizing the onset of the eye field. Furthermore, by perturbing a subset of these candidate regulatory elements using CRISPR and generating mutant cell lines, we have started to validate the regulatory potential of these elements in controlling EFTF expression in OV organoids.

In all, our study complements the early characterization of the eye field from *Xenopus*, extends this characterization to mammalian models and begins to shed light on the roles of key EFTFs in the transition of cells to the ocular fate. Additionally, our work demonstrates the power and practicality of using an organoid system to generate and test specific hypotheses regarding the regulation of cell-state transitions relevant to crucial events in mammalian development.

Although our data does not have the resolution to identify definitively what may initially trigger the expression of individual EFTFs, we have presented evidence to suggest that this may arise, at least in the case of *Rax*, from the replacement of repressive factors (such as Pou5f1) with activating factors (such as Otx2) at regulatory elements that are ubiquitously open across the time course. We have also outlined that disentangling the mechanisms behind gene-expression or cellular-state changes that are triggered through the action of TFs at regulatory elements can indeed be very challenging to understand through standard analyses correlating peak accessibility with gene expression. However, footprinting analyses do have the potential to provide richer insights into these more subtle mechanisms of regulation.

The approach to characterize the OV-organoid eye field presented in this work does have some limitations, which indicate areas for future work. First, at each time point the organoids are likely to be composed of relatively heterogeneous collections of cells. As a result, the bulk RNA-seq and ATAC-seq datasets generated for this study are expected to be powerful enough to reveal the larger changes in gene expression programmes, such as the upregulation of the eye field programme or the suppression of pluripotency, but may be limited in their power to distinguish more subtle effects. To address the confounding issues introduced by cellular heterogeneity, an approach profiling the organoids at the single-cell level would be required. Second, although motif and footprinting analyses of our ATAC-seq data provide consistent evidence to build hypotheses regarding the putative regulatory roles and binding of important TFs, this evidence is indirect (the occurrence of a consensus TF motif within a region of enriched accessibility does not imply the binding of that TF at that genomic location). To gain more direct evidence of changes in TF binding it would be useful to perform time-course ChIP-seq or Cut&Run experiments for a set of TFs identified as important.

Finally, in undertaking the work presented here we have encountered a number of intriguing open questions regarding eye-field specification that require further study. In particular, it is pertinent to ask whether the eye field directly stems, in a sequential manner, from a group of well-defined progenitor cells within the neural plate, or whether individual neuroectodermal cells spontaneously acquire ocular fate and are only then organized into a coherent eye field through migration and cell-signalling events? Furthermore, are these processes similar *in vivo* and in the organoid system? Using a collection of markers Agnès et al. (2022) have recently quantified, in 3D, the emergence of the eye field in dimorphic teleosts and it would be informative to gain a similar spatial molecular map of the eye field in mammalian systems. Related to our observations that eye-field specification seems to require a careful balance of different, potentially competing gene expression programmes, an interesting avenue of further study would be to quantify the effects that perturbations of gene dosage have on this balance (particularly as dosage of key genes has been shown to affect stability of the eye field; Beccari et al., 2012; Bernard et al., 2014). To probe further the emergence of the eye field, it would be fascinating to investigate the extent to which the EFTFs act in a cell-autonomous manner, regulating the genes of the cells in which they are endogenously produced, or whether there are non-cell-autonomous components to gene regulation (paracrine signalling). Recent rapid technological progress in single-cell technologies – both multi-omics and imaging – will enable exciting future research in these directions. Finally, in order to bring this research closer to having translational potential, similar analyses must be performed using organoids derived from human ESCs; indeed, such a line of work has the potential to identify and test mechanisms crucial to early human eye development and disease that are currently impossible to study.

## MATERIALS AND METHODS

### ESC maintenance and organoid culture

Rx-GFP mouse ESCs were maintained and SFEBq (serum-free floating culture of embryoid body-like aggregates with quick aggregation) differentiation of OV organoids was performed as described previously (Wataya et al., 2008; Eiraku et al., 2011). Briefly, mESCs were dissociated and 4500 cells were plated in differentiation media [GMEM supplemented with 1.5% KOSR (KSR media) or a growth factor-free chemically defined medium (CDM media) for knockout organoids and initial organoids, respectively] in a low cell adhesion 96-well plate. This was defined as day 0. On day 1, growth factor-reduced Matrigel was added to a final concentration of 2%. For further details, see supplementary Materials and Methods.

Differentiation status was assessed using fluorescence imaging to detect the presence of GFP as a measure of *Rax* expression.

### RNA-seq assays

On days 0-5 of optic vesicle differentiation, triplicate samples of cells were collected from 24 organoids, which were dissociated and sorted using FACS to select for live single cells. Samples at days 4 and 5 were also sorted on the basis of GFP expression giving a GFP-positive and -negative sample for each of these time points. The FACS gating placement was designed to maximize the number of cells in each sample, such that some cells with low GFP signal were included in the GFP-negative sample, and the GFP-positive samples contained cells with both high and moderate levels of GFP expression. Day 3 samples were analysed with FACS and found to contain a small proportion of GFP-expressing cells, but not enough to extract sufficient RNA. To obtain a more accurate view of the diverging cell types at this stage, all live cells from these organoids, regardless of their GFP expression were included in this sample. RNA was isolated using the Zymo Direct-zol RNA MicroPrep kit following the manufacturer's instructions. Quality and integrity of the RNA samples were analysed, libraries were prepared using the TruSeq kit (Illumina), and sequenced on the NextSeq 550 platform as per the manufacturer's protocols. For further details, see supplementary Materials and Methods.

### RNA-seq analysis

#### Mapping reads and quantification

Coding regions of DNA and non-coding RNA from the mouse genome build 38 (mm10), downloaded from the Ensembl database, were used to create the transcriptome index. kallisto (Bray et al., 2016) was then used to pseudo-align RNA-seq reads for each library to these regions and quantify transcript abundance.

#### Differential expression analysis

Differential expression analysis between time points and expression normalization was performed using DESeq2 (Love et al., 2014). Specifically, the kallisto abundance estimates were used as inputs to DESeq2, using a design matrix of time points. The ‘estimateSizeFactors’ function was used to compute size factors for normalization, and the ‘lfcShrink’ function, with type=‘ashr’ for log2-fold-change shrinkage (Stephens, 2016), was used to contrast time points. To select differentially expressed genes, we used an FDR threshold of 0.001 and an (absolute) log2-fold-change threshold of 1.5. To select genes of particular relevance to the transition between day 3 cells and cells on the RaxGFP-positive lineage (days 4 and 5), we performed differential expression analysis for the time points day 3/day 4GFP^+^, day 4GFP^−^/day 4GFP^+^, day 5GFP^−^/day 5GFP^+^. Genes found to be significantly upregulated across all these comparisons were termed ‘EF-up’ genes, whereas those significantly downregulated across these comparisons were termed ‘EF-down’ genes. We also used DEseq2 to select a set of ‘housekeeping’ or stably expressed genes, by requiring these genes to display absolute log2-fold-change <0.1 for every successive day comparison, and have a mean (across days) normalized expression >30 (this procedure identified 190 such stably expressed genes).

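The rule was applied to the differences of mean log2(normalized count + 1) between successive days, without shrinkage, through the GFP-positive cells of days 4 and 5. It gave 43 genes among the 15635 with a mean above 30, of which 18 were among the 190 entries marked in the authors' deposited table. The other 172 entries marked there had a median largest step of 0.171, against 0.645 for all genes above the mean threshold. Quantile normalization gave 65 genes, and a rule through the GFP-negative cells as well gave 10.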

#### Clustering

To cluster gene expression trajectories, we used a Gaussian-mixture model (GMM) approach applied to *z*-transformed log2 values of normalized gene expression for EF-up and EF-down genes. In detail, we used the GMM implementation available in the Python scikit-learn library (Pedregosa et al., 2011), fitting GMMs on the trajectories for 20 random initializations. The number of clusters that best described the data was determined using the minimum value of the average Bayesian Information Criterion (BIC) across random seeds, and the cluster allocation of each gene was achieved by consensus clustering, using the ClusterEnsembles Python library.

#### GO enrichment analysis

We applied a GO enrichment analysis on the three sets of genes corresponding to the broad patterns discovered using clustering, using the Metascape online tool (Zhou et al., 2019; https://metascape.org).

### ATAC-seq assays

On days 0-5 of optic vesicle differentiation, cells from 48 organoids were pooled and sorted using FACS, as described above for the RNA-seq. One replicate was generated for each time point. ATAC-seq sample preparation was performed as described by Buenrostro et al. (2015). Briefly, 50,000 cells were lysed, and the transposition reaction carried out using the Tn5 transposase enzyme. PCR amplification of samples was conducted using a universal forward primer and a unique barcoded reverse primer for each time point. Samples were then purified and size selected. Bioanalysis showed that the libraries contained the expected fragment size distribution (Buenrostro et al., 2013). ATAC-seq samples were paired-end sequenced on the Illumina Hi-seq platform, with day 4 samples run separately from the other time points. For further details, see supplementary Materials and Methods.

### ATAC-seq analysis

#### Mapping reads, quantification and peak-calling

We used the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and cutadapt (Martin, 2011) to perform quality control on and trim adapter sequences from the raw sequencing reads for all samples. Then we used bowtie2 (Langmead and Salzberg, 2012) to align trimmed reads to the mm10 genome. Duplicate reads, unmapped reads, and reads mapping to the mitochondrial genome were removed using samtools (Danecek et al., 2021). Filtered reads were shifted + 4 bp for the positive strand and − 5 bp for the negative strand to show the centre of the transposition site. bedtools (Quinlan and Hall, 2010) was used to generate the final bam and bed files used for downstream analysis. To enrich for fragments indicative of binding of TFs, we filtered out reads corresponding to fragment sizes >100 bp (i.e. retained only sub-nucleosomal reads for downstream analysis). To identify genomic regions enriched for accessible chromatin, we computationally called peaks using the callpeak function of macs2 (Zhang et al., 2008; https://github.com/taoliu/MACS), with parameters -f BAMPE -g mm –keep-dup all -B –SPMR –nomodel, on paired-end bam files of each sample (day) separately. Using the narrowPeak macs2 peak coordinates, we created a consensus set of peaks with which to study accessibility dynamics across days, using the bedtools merge command. From this consensus set of peaks, we removed peaks overlapping blacklisted regions of the mm10 genome, as listed on http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/. We used conditional quantile normalization (Hansen et al., 2012) to normalize the signal in consensus ATAC-seq peaks while correcting for the effects of peak width and GC content. Owing to the separate sequencing runs, day 4 samples showed considerable batch effects and were removed from subsequent analysis. Bedgraph files from macs2 were converted to BigWig files for visualization in the UCSC genome browser. Finally, we used ChIPseeker (Yu et al., 2015) to annotate peaks by their genomic context, collapsing peak annotations into four categories: promoter, intergenic, intronic and exonic.

#### Peaks by TAD regions

To assign peaks to TAD regions, we downloaded the coordinates for TAD regions from the work of Bonev et al. (2017; publicly available at https://github.com/aertslab/mucistarget/tree/master/data/tads). We noted that there are often gaps between genomically adjacent TAD regions, and in these cases we took these inter-TAD regions to also define relevant regions to restrict the search-space of putative peak-gene links (interestingly, for the TAD data we used, the *Rax* and *Six6* genes were contained within such inter-TAD regions). EF-up and EF-down TADs were defined as those TADs containing the genes determined to be differentially up- and downregulated, respectively, across the transition from day 3 to day 5. Housekeeping TADs were defined as TAD regions containing genes that are stably expressed across the full time course.

#### GREAT analysis

To perform a first putative linking of dynamic peaks to genes we employed the online GREAT tool (McLean et al., 2010; http://great.stanford.edu) to generate region–gene associations computationally. We used the coordinates of dynamic peak regions (regions of increasing and decreasing accessibility across the transition from day 3 to day 5) as test regions, and the whole genome as the background regions (default setting of GREAT).

#### Motif analysis of ATAC-seq dynamics

We obtained the DNA sequence of each consensus peak using bedtools getfasta and the mm10 genome. Following this, we used fimo with parameters –text –max-strand –thresh 1e-4 (i.e. a *P*-value threshold of 1*e*^−4^), and we scanned each peak region for occurrences of all motifs in the JASPAR2020 database (*Mus musculus* TF motifs), using the presence/absence of motifs for further downstream analysis. We also restricted our attention to motifs of TFs that were expressed in the OV system, which we defined to be the mean (across RNA-seq replicates) DEseq2-normalized counts of a TF's expression >50, at any point in the time course. To compute enrichment of motifs for our defined signal peak sets [peaks with increasing or decreasing accessibility signal above a log2-fold-change of 1.5], we employed the hypergeometric test (Fisher test) using the set of peaks in TADs of housekeeping genes as a background.

Finally, to quantify the importance of each motif in a multivariate modelling approach, we fitted an *L*2-regularized logistic regression model to predict the binary behaviour of each peak (increasing or decreasing accessibility signal) using the presence of motifs corresponding to EF-up genes, EF-down genes, day2-day3 differentially expressed genes, as well as Sox2 and Otx2, as input features. Where there were multiple motifs for a TF, we collapsed the input feature into a single feature in which a TF motif was deemed to be present in a peak if that peak contained a significant occurrence of any of its possible motifs. We trained models on two sets of peaks: dynamic peaks [those with log2-fold-change >1] within TADs containing EF-up genes and genome-wide dynamic peaks. We first used 5-fold cross-validation to determine an appropriate regularization parameter for each model, and then trained models using these optimal parameters on the full sets of peaks. In this second step, we fitted ten models with different random initial seeds, and took the mean for each coefficient across each run. To perform this modelling, we used the ‘LogisticRegression’ functions implemented in the sklearn Python library (Pedregosa et al., 2011).

We performed our *de novo* motif discovery analysis using streme (Bailey, 2021) and matched the inferred motifs to the consensus ones in the JASPAR2020 database using tomtom (Gupta et al., 2007). Results of these analyses applied on peak regions increasing and decreasing in accessibility across the transition from day 3 to day 5 can be found in Tables S5 and S6.

ChIP-seq evidence-backed sites of TF–DNA interactions were obtained from the UniBind database, (Puig et al., 2021; https://unibind.uio.no/), and specifically downloading data from the *Mus musculus* genome tracks.

#### Footprinting analysis

To quantify differences in putative TF binding between time points, we used the TOBIAS framework (Bentsen et al., 2020). We first used the bam files (with subnucleosomal reads) from each time point (days 0, 1, 2, 3 and 5) as input to TOBIAS-ATACorrect to correct for Tn5-insertion bias, resulting in ‘corrected’ bigwig files of ATAC-seq signal. Together with the coordinates for the consensus peak set, the latter were used as input to TOBIAS-ScoreBigwig to compute base-pair footprint scores for these genomic regions, again in bigwig format. Finally, these footprint bigwig files were used as input to TOBIAS-BINDetect (in time-series mode, using the –time-series flag) to identify motif occurrences in the consensus peak set and compute associated footprint scores for each day, for all mouse motifs in the JASPAR2020 database (Fornes et al., 2020). This final step also quantified differences in putative binding of TFs across the full consensus peak set between each pair of successive days (used to produce the results of Fig. 4A). To generate the data for aggregate footprints (used for Fig. 4B and Fig. S4B), we used TOBIAS-PlotAggregate to average corrected ATAC-seq signal in ± 100 bp windows around occurrences of a given motif.

To quantify changes in aggregate footprints for a given TF motif, we first computed two metrics, ‘flanking accessibility’ and ‘footprint depth’ (closely following the approach of Baek et al., 2017), on the aggregate signal at each time point. For each motif, we took the ± 12 bp window around the motif centre as the ‘central region’ (putative region of binding), and first computed flanking accessibility as the mean aggregate signal in the 60 bp either side of the central region. Footprint depth was then computed as the mean aggregate signal within the 24-bp central region minus the flanking accessibility. Finally, we computed the difference between time points of each of these metrics to obtain the change in flanking accessibility and of footprint depth.

### CRISPR-Cas9-mediated disruption of candidate CREs

Mutations in the candidate regulatory elements within the Rax and Six6 TADs were introduced into the Rax-GFP cell line using CRISPR-Cas9. Guide RNAs, targeting the sites of TF-binding motifs within the identified peaks, were individually cloned into the pSpCas9(BB)-2A-GFP (PX458, Addgene plasmid #48138) vector. Rx-GFP cells were transfected with the resulting plasmid using Lipofectamine 3000 and cells selected based on GFP expression from the plasmid 48 h later. Cells were plated at low density, individual clones were expanded and resulting cell lines were assessed for deletions over the CREs in question using Sanger sequencing (Fig. S7). One cell line with a deletion encompassing motifs of interest along with one cell line without any deletions were maintained and used for optic vesicle organoid culture for each of the two selected putative CREs. At day 5, triplicate samples of 24 organoids were pooled, and RNA isolated as described for the RNA-seq assay. The NanoString nCounter analysis system (Geiss et al., 2008) was used to quantify RNA expression for a panel of 180 genes for which expression levels changed through the time course of differentiation. For further details, see supplementary Materials and Methods.

### Plotting and visualization

Plots and visualizations were produced using the matplotlib Python (Hunter, 2007) library and Inkscape (https://inkscape.org).

## Supplementary Material

Click here for additional data file.

10.1242/develop.201432_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

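RNA was measured in 24 libraries from a time course of OV organoids made from mouse Rax-GFP mESCs, with 3 replicates in each of 8 groups: live cells on days 0, 1, 2 and 3, and GFP-positive and GFP-negative cells on days 4 and 5. Conditions and replicate numbers were taken from the sample labels, which match the groups of the paper. The ATAC-seq, NanoString and knockout experiments were not analysed here.

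The values are a normalized signal per gene that the authors deposited: they pseudo-aligned the reads with kallisto to an index of Ensembl coding and non-coding RNA of mouse genome build 38 (mm10), passed the abundance estimates to DESeq2 and divided them by normalization factors computed with its size-factor function. The versions of these tools, the strandedness of the counting and the handling of reads shared between similar transcripts are not stated in the paper's text, so antisense genes and close copies are uncertain. The table also holds the authors' own calls of EF-up, EF-down, stably expressed and successive-day genes, for which the authors used DESeq2 with shrunken fold changes. These calls were used only for comparison and in 1 added clustering. The table has 49705 entries with 49237 distinct symbols, of which 417 lie on patch or alternate sequences. Of all entries, 49180 have an identifier in the GENCODE M21 annotation and 48864 have the same start and end there. Every per-sample column was assigned to a sample.

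Library totals of normalized counts lay between 39849111 and 51587535. The worth of 1 read was estimated in each library from the step at which its lowest values cluster, and 45.5% to 76.8% of values up to 20 reads were within 0.1 of a whole multiple of it. Whole reads were therefore not recovered, and the count models named as alternatives for that case were not run. The estimated depth of 37000000 to 54600000 assigned reads limits mostly genes with few reads, for which 1 read is a large share of the value.

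Normalized counts were transformed as log2(value + 1) for the 21005 genes with at least 10 in at least 3 libraries and analysed with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), with all 24 libraries and no block in 1 fit, so that all groups shared an estimate of the spread. The median residual SD was 0.308 on the log2 scale. Benjamini-Hochberg adjustment was made within each contrast, and a call needed an adjusted p under 0.001 and an absolute log2-fold-change above 1.5. EF-up and EF-down genes were called in all 3 contrasts named in the paper's methods. The change of the gate difference between days 4 and 5 was tested as an interaction in the same fit. Shrinkage of fold changes was not applied. Stably expressed genes were found without a test, from steps under 0.1 on the log2 scale at each successive day and a mean above 30. Trajectories of the EF-up and EF-down genes were clustered with the Gaussian-mixture model of scikit-learn 1.9.0 in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), with full covariance, 20 random seeds and 1 to 10 components, the number of clusters by the lowest mean BIC and the consensus by average linkage of the co-assignment. The consensus library named in the paper was not used here, and the paper's text does not name the component range or the covariance type. Figures were drawn with matplotlib 3.10.9.

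The replicate numbers in the labels gave the pairing for a fit with the replicate number as a block, which was an alternative. The block was an effect of each replicate number shared over all groups, so a pairing of the gates within a day was not modelled by itself. Same-numbered libraries deviated from their group means with a mean correlation of -0.001 over all pairs of groups, with single values from -0.284 to 0.401. Other alternatives were pseudocounts of 0.5 and 5, no filter or a filter of 50 on low values, quantile normalization, eBayes without trend, a fit of only the groups compared, other thresholds, a test against the fold-change threshold (limma treat), the definition of EF genes in the results text, and leaving out each library in turn. Named genes are those that the paper names as RNA-seq results or shows in Fig. 2A, Fig. 2B or Fig. 4E, the Tbx family members that passed the filter, and, for contrasts the paper does not report, the 5 genes with the largest rise and the 5 with the largest fall whose replicates did not overlap. Pax6os1, Raxos1, Six3os1, Gm27197, BC064078 and the other members of the small overlaps outside that rule were named after their values were seen. Some genes that meet the rule are not reported here.

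The tests for differences between groups were tried on simulated data with the real means and spreads. With 200 planted genes for the interaction, 194 (97%) were recovered. Of the planted EF-up and EF-down genes 98% were, with no other calls among 19892 genes. The planted log2 change was 3 for the EF genes and larger for the interaction genes, so these shares do not describe smaller changes. Changes were planted only in genes with means well above the filter on low values. The clustering found the 3 planted trajectory shapes of 450 genes, and the rule for stable genes recovered 200 of 200 planted among 2000. These simulations used set shapes, means and spreads rather than the real ones. The spread planted between replicates of stable genes was far below the real median residual SD of 0.308. Recovery of stable genes at the real spread was therefore not shown. Supplementary tables of GO terms and the enrichment of GO terms were not used here.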

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

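All tests in this part were chosen only after the result each of them bears on had been seen.

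The difference between GFP-positive and GFP-negative cells changed from day 4 to day 5 for 23 genes (16 rose and 7 fell), which drew attention because the effect of the gate differs between the days. At an unadjusted p under 0.05, 1974 genes changed. The paper does not report this contrast. Among called genes whose replicates did not overlap, the largest rises were those of Tbx2 (4.93 on the log2 scale), Cyp4v3 (4.09), Vax2os (3.66), Fam83f (3.51) and Rerg (3.04), and the largest falls those of Sox18 (-4.06), Tie1 (-3.43), Prdm1 (-3.32), Sox21 (-2.17) and Chst15 (-2.05). The genes of the paper's text or Fig. 2A among the 23 were Aldh1a3 (2.87), Mitf (2.61) and Shisa2 (1.89), beside Tbx2. Tbx2 was lower in GFP-positive than in GFP-negative cells on day 4 and higher on day 5, in 3 of 3 replicates on each day, although its difference on day 4 was not called (-1.92, adjusted p = 0.00349, limma with Benjamini-Hochberg adjustment). When each of the 12 libraries was left out in turn, Tbx2 lost its call in 3 fits and Aldh1a3 in 11. Aldh1a3 also lost it without a filter, with the replicate block and after quantile normalization. Cyp4v3, Vax2os and Fam83f had means of 5.46, 3.62 and 3.65 normalized counts in day 4 GFP-positive cells, so the size of their change is uncertain, and Vax2os is named as an antisense gene, for which the strandedness of the counting matters. Sox18 and Tie1 rose in GFP-negative cells, from 9.27 ± 1.28 to 93.5 ± 13.3 and from 14.3 ± 2.59 to 91.4 ± 10.6 normalized counts (SD, n = 3 each), while in GFP-positive cells they were at 4.60 ± 2.30 and 4.75 ± 0.585 on day 5 (SD, n = 3 each). Sox21 reversed, from 3981 ± 194 in GFP-positive and 1539 ± 207 in GFP-negative cells on day 4 to 2350 ± 217 and 4074 ± 391 on day 5 (SD, n = 3 each).

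Among 100 relabellings of the 12 libraries within replicate numbers, the real labels included, 9 gave at least 23 genes for the interaction. Of the 8 others, 2 turned the gate effect and 2 the day effect into the interaction, and 4 were mixed, so that real differences between gates or days entered them. When the day labels were swapped together in both gates of a replicate, which keeps those effects out of the estimated difference but adds the day effect to the spread within groups, 1 of 4 splits gave as many, the real one. The other 3 splits gave 0 genes, and 265 to 1516 genes at an unadjusted p under 0.05 against the 1974 of the real one. The added spread lowers the counts of the other splits, and a share of 1 in 4 is the smallest these splits can give, so neither count of splits decides whether the number of genes arose by chance. Scaling between libraries does not account for all of these calls, since 18 of the 23 genes were still called after quantile normalization, but the median of this contrast shifted by only 0.025, so an overall shift was tested only weakly. Low values were not borne out as the source, since all 23 were still called with a pseudocount of 5. A changed composition of the GFP-negative gate alone was not borne out for the 11 of 16 rising genes that changed more in GFP-positive cells. It remains open for the other 5, Shisa2 among them (0.04 in GFP-positive and -1.85 in GFP-negative cells on the log2 scale). Of the 7 falling genes 4 changed more in GFP-positive cells, whereas Sox18, Tie1 and Sox21 changed more in GFP-negative cells, so it remains open for these as well. For the 11 rising genes, a hypothesis that remains is that GFP-positive cells start a later programme between days 4 and 5. Fam83f, Vax2os and Rerg had instead fallen from day 3 to day 4 GFP-positive cells, by log2-fold-changes of -5.48, -3.97 and -2.37. In day 5 GFP-positive cells they were not above day 3 (-3.13, -0.87 and -0.01), so their rise started from a low on day 4. Tbx2, Cyp4v3, Mitf and Aldh1a3 then lay above day 3, at log2-fold-changes of 4.77, 1.59, 2.81 and 2.67. The number of genes may also depend on the spread that the fit shares, since it was 8 to 12 when single libraries were left out.

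Between day 4 and day 5 GFP-positive cells, a step for which the paper reports no count, 312 genes changed (125 up and 187 down). Chosen in the same way, the largest rises were those of A830092H15Rik (6.84), Cp (5.46), Cntn6 (5.25), Tbx2 (5.24) and Mab21l1 (5.04), and the largest falls those of Fgf5 (-4.46), Gmnc (-4.37), Trappc3l (-4.34), Foxd4 (-4.07) and Ms4a14 (-3.84). Mab21l1 went from 48.1 ± 7.45 to 1602 ± 116 normalized counts and Foxd4 from 4120 ± 593 to 244 ± 23.5 (SD, n = 3 each). A830092H15Rik, Cp, Cntn6, Gmnc, Trappc3l and Ms4a14 had a mean under 10 normalized counts on the lower day, so the size of their change is uncertain. Scaling between libraries does not account for all of these calls, since 231 of the 312 genes were still called after quantile normalization, which shifted the median log2-fold-change of all genes by 0 in this contrast and so tests an overall shift only weakly. Depth was not borne out as the source, since the estimated reads of the groups overlapped, with a difference of medians of -1600000 reads between day 5 and day 4. Of the 4 splits of these libraries that exchange same-numbered pairs, 1 gave as many genes, the real one. The other 3 gave 0 genes, and 501 to 834 genes at an unadjusted p under 0.05 against 4258 in the real one. Exchanging a pair adds the difference between the days to the spread within groups, which lowers these counts, and a share of 1 in 4 is the smallest possible, so the count of splits does not decide. A change of cell state with time is a candidate explanation, found on the same data.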

How the results depend on the processing

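The counts of other splits of the samples in this part were chosen as tests only after the results had been seen. The settings below were set before the data were examined, except the clustering of the authors' deposited calls and the fits without day 0 replicate 1, which were chosen after seeing the data. The tests with edgeR and DESeq2 on recovered reads were not run, because whole reads were not recovered.

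The number of EF-up genes was 25, and it lay between 21 and 37 with other pseudocounts, filters, scaling, spread estimates or groups in the fit. It was 46 at an adjusted p under 0.05, 47 at a log2-fold-change above 1, 3 when tested against the fold-change threshold (limma treat) and 593 by the results-text definition without the gates. EF-down genes, 452 in number, became 282 after quantile normalization, 728 at an adjusted p under 0.05, 49 with treat and 1332 by the results-text definition. Genes upregulated from day 2 to day 3, 150 in number, became 308 at an adjusted p under 0.05. They became 254 at a log2-fold-change above 1, 104 with only the groups compared in the fit and 6 with treat. Their overlap with EF-up genes, 7, became 11 at an adjusted p under 0.05, 0 with treat (3 at an unadjusted p under 0.05) and 50 by the results-text definition, and that with EF-down genes, 10, became 17 at an adjusted p under 0.05 and 0 with treat (5 at an unadjusted p under 0.05).

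On day 5, the 84 genes higher in GFP-positive cells became 147 at an adjusted p under 0.05 and 13 with treat. The 968 lower genes became 569 after quantile normalization, 1489 at an adjusted p under 0.05 and 158 with treat. With only the groups compared in the fit, there were 104 higher and 646 lower genes. The 312 genes changed between day 4 and day 5 GFP-positive cells became 639 at an adjusted p under 0.05, 495 at a log2-fold-change above 1 and 17 with treat. The 23 genes of the interaction moved most often, to 37 with a pseudocount of 5, 14 without a filter, 41 with only the groups compared, 113 at an adjusted p under 0.05 and 0 with treat (83 at an unadjusted p under 0.05). The 43 stably expressed genes became 10 through both gates and 65 after quantile normalization. The 5 clusters became 9 with diagonal covariance, 8 by the lowest BIC of any seed, 10 by the results-text definition of EF genes and 6 with the authors' deposited calls. The cause was not tested for any of these changes.

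With the replicate number as a block, the numbers were 25 EF-up, 431 EF-down, 139 upregulated from day 2 to day 3, overlaps of 7 and 8, 81 higher and 920 lower on day 5, 293 changed between day 4 and day 5 GFP-positive cells, and 15 in the interaction. The correlation of same-numbered libraries was 0.063 for day 3 against day 2, 0.071 for day 4 GFP-positive cells against day 3, -0.062 for the gates of day 4, 0.027 for those of day 5 and -0.016 for day 5 against day 4 GFP-positive cells.

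Leaving out each library of a comparison in turn gave 19 to 25 EF-up and 379 to 438 EF-down genes, 95 to 119 genes upregulated from day 2 to day 3, overlaps of 5 to 7 and 6 to 9, 58 to 66 higher and 739 to 835 lower genes on day 5, 208 to 245 genes between day 4 and day 5 GFP-positive cells, and 8 to 12 in the interaction. Leaving out a replicate number in every group gave 25 to 41 stably expressed genes (26 without replicate 3), of which only 4 to 14 were among the 43, and 5 to 6 clusters. Day 0 replicate 1 is in none of the contrasts behind the EF and day 2 to day 3 counts but shares the spread estimate. Without it, EF-up genes numbered 34, EF-down 503 and genes upregulated from day 2 to day 3 188. These kept all 25, 452 and 150 genes called with that library. Stably expressed genes then numbered 56, 18 of them shared.

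Of 1340 recomputed values for 29 named genes, 1245 kept their direction and their side of the threshold, 82 lost their call, 9 gained one and 4 reversed. The reversed values were all near 0: Sox2 between the gates of day 5 was -0.01 after quantile normalization, and Tcf7l1 from day 3 to day 4 GFP-positive cells was 0.02 after quantile normalization and lay between -0.07 and 0.05 when each library was left out, above 0 without day 3 replicate 1 and without day 4 GFP-positive replicate 3. Quantile normalization shifted the median log2-fold-change of all genes by at most 0.082 over the 8 contrasts compared, in the gates of day 5.

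Relabelling the libraries within replicate numbers gave as many EF-up genes, EF-down genes, or genes in either overlap in 1 of 100 splits each, the real one. For the genes upregulated from day 2 to day 3, 1 of 4 splits did, the real one. The same held for the genes higher or lower in GFP-positive cells on day 5. No smaller share is possible for the results with 4 splits. In all of these results the largest count of any other split was 0. Relabelling adds the differences between days and gates to the spread within groups, which lowers the counts of the other splits. The shares therefore do not decide whether the results arose by chance.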

Differences from the paper's values

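None of the comparisons in this part was chosen as a test after the result was seen, apart from the settings named as added.

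The rule for stably expressed genes gave 43 genes, against the paper's 190. The alternatives set before the data were examined gave 10 to 65 genes, and none of them closed the gap. The fit without day 0 replicate 1, chosen after seeing the values, gave 56.

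The paper gives 37 EF-up genes, and 25 were called here. Fitting only the groups compared, an alternative set before the data were examined, gave 37 genes, of which 35 were in the authors' deposited set. The paper places Vax1 and Fezf1 among the EF-up genes, which were not called here, so that 9 of its 11 TFs were. Vax1 and Fezf1 were called with a pseudocount of 5, with only the groups compared in the fit, at an adjusted p under 0.05, and by the results-text definition, each of which gave 11 of the TFs. The fit without day 0 replicate 1, chosen after seeing the values, called 10 of the TFs.

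The other genes that the authors' deposited table marks as EF-up and that were not called here are Edn1, Ermn, Gm13584, Gm26709, Mab21l1, Nlgn1, Nxph1, Pcdh17, Slc38a8, Slc8a3 and Tmtc2. An adjusted p under 0.05 called each of them except Pcdh17, and the results-text definition each except Ermn. Fitting only the groups compared called each except Gm13584 and Slc38a8, and a pseudocount of 5 each except Pcdh17, Slc38a8 and Tmtc2. Quantile normalization called Gm13584, Mab21l1, Nlgn1 and Nxph1, and Nxph1 was also called with eBayes without trend and with the replicate block.

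The paper gives 9 EF-up genes that were upregulated between days 2 and 3, Fezf1 among them, and 7 were found here, without Fezf1. With a pseudocount of 5 there were 9, all of them in the authors' deposited set. For EF-down genes upregulated over this step the paper's number is 12 and the number here 10, and it was 12 with a pseudocount of 5.

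The paper describes 6 trajectory clusters, 3 of them with expression gradually falling with time. Here 5 clusters were found, of which 2 were highest on day 0 or day 1. There were 6 clusters without replicate 1 and without replicate 2 in every group, and also with the authors' deposited EF calls, an alternative chosen after seeing the values.

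The paper states that expression of Tbx2 is highly correlated with the onset of the eye field. Here Tbx2 changed by -0.47 on the log2 scale from day 3 to day 4 GFP-positive cells with a difference between the gates of day 4 of -1.92, and rose by 5.24 from day 4 to day 5 GFP-positive cells.

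The paper states that pluripotency genes were downregulated consistently across the full time course. Here Nanog was higher on day 3 than on day 2 by 0.69 on the log2 scale, which did not pass the thresholds of the call.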

Other observations

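Of the tests in this part, those on pseudogenes, fibroblast markers, a day 1 sample under a day 0 label, GC content and transcript length were written down before their results were seen, and the others were chosen only after the result was seen.

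Day 0 replicate 1 had the lowest rank correlation with its replicates of any library, 0.953, against 0.979 to 0.993 for the 22 pairs without it. Its estimated depth, 37000000 reads, is the lowest, but day 3 replicate 1, with a similar depth, correlated with its replicates at 0.981. Its mitochondrial share of 6.04% was close to that of day 3 replicate 2, at 6.00%, which correlated at 0.986. Over protein-coding genes alone its correlation was 0.958, where the lowest of the other pairs was 0.988, so the values of pseudogenes alone do not account for it. Parent genes stay in that set, so reads shared between pseudogenes and their parents could not be excluded. Of the pseudogenes, 29.3% lay over 1 on the log2 scale from both other replicates, against 20.5% of protein-coding genes. Over 599 genes that separate the other day 0 libraries from day 1, its median position was 0.3, where 0 is day 0 and 1 is day 1, with quartiles of -0.2 and 0.86, so a day 1 sample under a day 0 label was not borne out. Its mean correlation was 0.953 with day 0 and 0.952 with day 1, so a mislabelled sample cannot be excluded by that measure. The deviation from its replicates correlated with GC content at -0.196, within the range of -0.466 to 0.512 in other groups, and with transcript length at -0.269, outside the range of -0.223 to 0.198. After centring on GC content and length together, its correlation with day 0 was 0.962, still under 0.979, so a length bias may contribute but does not account for the whole. A list of 19 fibroblast markers lay at percentile 93 of 10000 random lists matched on mean expression, which cannot tell fibroblasts in this culture apart from chance in a single library. Apart from fibroblasts, no biological explanation was tested, since the design gives none for a single replicate.

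The 13 EF-up genes of the authors' deposited table that were not called here missed the adjusted p threshold. When only the samples of days 3 to 5 were fitted, 11 of them were called, so the spread between replicates on days 0 to 2, which the fit over all groups shares, may account for most of them.

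The stably expressed genes of the authors' deposited table may reflect shrinkage of uncertain fold changes. Among the 2487 genes with a largest step of 0.1 to 0.3 on the log2 scale, the authors' set took 9.09% of those with a larger standard error and 2.33% of those with a smaller one, a difference of 6.76 percentage points. The largest step of any gene in that set was 5.29 on the log2 scale.

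Removal of other cells by sorting alone would leave EF-down genes as high in GFP-negative cells of day 4 as on day 3. This held for 74 of the 452 entries (16.4%) on day 4 and for 87 (19.2%) on day 5, so most also fell in GFP-negative cells, with a median of -1.01 on the log2 scale, and sorting alone was not borne out.

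On day 5, 8.00% of the calls between gates were higher in GFP-positive cells. After quantile normalization that share was 15.7%, with 106 genes higher and 569 lower in place of 84 and 968. The number of lower genes therefore depends on the scaling between libraries, but scaling by this measure does not account for the whole imbalance.

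In day 4 GFP-negative cells against day 3, a comparison the paper does not report, 421 genes rose and 183 fell. Among called genes whose replicates did not overlap, the largest rises were those of Wnt8b (7.96), Fezf1 (6.42), Fezf2 (6.04), Hoxd9 (5.83) and Nkx6-1 (5.82). Wnt8b had 1068 ± 198 normalized counts in GFP-negative and 281 ± 101 in GFP-positive cells on day 4 (SD, n = 3 each), while Fezf2 had 1762 ± 73.4 in GFP-negative and 2222 ± 245 in GFP-positive cells (SD, n = 3 each), a difference of 0.33 on the log2 scale that was not called.

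The deposited table lists Rhox6 on chromosome X and on a patch sequence with the same values in all 24 libraries, a feature singled out after its values were seen. Both entries are marked as EF-down in the authors' deposited table.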
